# Synergistic immunotherapy of glioblastoma by dual targeting of IL-6 and CD40

**DOI:** 10.1038/s41467-021-23832-3

**Published:** 2021-06-08

**Authors:** Fan Yang, Zhenqiang He, Hao Duan, Duo Zhang, Juehui Li, Huijuan Yang, Jay F. Dorsey, Wei Zou, S. Ali Nabavizadeh, Stephen J. Bagley, Kalil Abdullah, Steven Brem, Lin Zhang, Xiaowei Xu, Katelyn T. Byrne, Robert H. Vonderheide, Yanqing Gong, Yi Fan

**Keywords:** CNS cancer, Cancer immunotherapy

## Abstract

Immunologically-cold tumors including glioblastoma (GBM) are refractory to checkpoint blockade therapy, largely due to extensive infiltration of immunosuppressive macrophages (Mϕs). Consistent with a pro-tumor role of IL-6 in alternative Mϕs polarization, we here show that targeting IL-6 by genetic ablation or pharmacological inhibition moderately improves T-cell infiltration into GBM and enhances mouse survival; however, IL-6 inhibition does not synergize PD-1 and CTLA-4 checkpoint blockade. Interestingly, anti-IL-6 therapy reduces CD40 expression in GBM-associated Mϕs. We identify a Stat3/HIF-1α-mediated axis, through which IL-6 executes an anti-tumor role to induce CD40 expression in Mϕs. Combination of IL-6 inhibition with CD40 stimulation reverses Mϕ-mediated tumor immunosuppression, sensitizes tumors to checkpoint blockade, and extends animal survival in two syngeneic GBM models, particularly inducing complete regression of GL261 tumors after checkpoint blockade. Thus, antibody cocktail-based immunotherapy that combines checkpoint blockade with dual-targeting of IL-6 and CD40 may offer exciting opportunities for GBM and other solid tumors.

## Abstract (web summary)

Glioblastomas are generally resistant to treatment with immune checkpoint inhibitors. Here the authors show that IL6 blockade, in combination with a CD40 agonist, overcomes macrophage-mediated immunosuppression and sensitizes glioblastoma to immune checkpoint blockade in preclinical models.

## Introduction

Immunotherapy holds great promise for cancer treatment. However, current immunotherapy approaches against solid tumors remain a significant challenge, in particular for immunologically cold tumors, i.e., those characterized with low T-cell infiltrates, including glioblastoma (GBM)^1–6^. In these tumors, the therapeutic difficulties and failures are largely due to an immune-hostile, suppressive tumor microenvironment that abrogates T-cell infiltration and activation. GBM, the grade IV glioma, is the most common primary malignant brain tumor in adults. GBM is among the most lethal of human malignancies, with a median survival of around 14–16 months. GBM is highly resistant to standard therapies, including surgical resection, radiation, and chemotherapy^7,8^. Consistent with its immunologically cold nature resulted from an extraordinary immunosuppressive microenvironment, GBM is generally refractory to T-cell-based immunotherapies including PD-1/PD-L1-targeting checkpoint inhibition and adoptive cell transfer with chimeric antigen receptor-modified T cells^2,9–11^. Development of effective strategies for reversal of tumor immune suppression is, therefore, crucial for a successful immunotherapy against GBM.

Tumor-associated macrophages (Mϕs) play a pivotal role in tumor progression, cancer immunosuppression, and therapy resistance^12–14^. A prominent population of Mϕs in the tumor microenvironment executes tumor-promoting functions: secreting growth factors and releasing immunosuppressive cytokines, such as interleukin-10 (IL-10), transforming growth factor-β (TGF-β), and arginase-1, at least partially via alternative Mϕ polarization^15–18^. Notably, Mϕs are a major population of the non-neoplastic cells in GBM, making up as much as half of the cells in GBM tumors^19,20^, suggesting tumor Mϕs as a major source for GBM immunosuppression. However, the precise mechanisms controlling Mϕs-mediated GBM immunosuppression remains largely unknown, and the better understanding of these mechanisms will help identify key therapeutic targets to activate anti-tumor immunity.

Our previous work shows that vascular niche-derived IL-6 induces alternative Mϕ activation in GBM, suggesting IL-6 as a therapeutic target for GBM immunotherapy^21^. Here we report that genetic ablation or pharmacological inhibition of IL-6 partially reverses Mϕ-mediated GBM immunosuppression but does not sensitize GBM to anti-PD-1/CTLA-4 treatment. Based on our transcriptome analysis that identifies an IL-6-inducible mechanism for Mϕ activation via Stat3/HIF-1α/CD40, we develop a dual-targeting anti-IL-6 and pro-CD40 strategy, which may offer exciting opportunities for activating Mϕ immunity and improving T-cell-based immunotherapy in solid tumors.

## Results

### IL-6 is critical for tumor immunosuppression in GBM

We investigated the role of IL-6 for tumor immunosuppression in GBM, initially using a genetic approach (Fig. 1a). Considering tumor-associated endothelial cells (ECs) as a major source for IL-6 expression in GBM^21^, we utilized a tamoxifen-inducible, EC-specific gene-knockout system to precisely regulate IL-6 expression in the tumor microenvironment. GBM was induced in *Ntv-a*;*Ink4a-Arf*^−/−^;*Pten*^fl/fl^;*LSL-*Luc donor mice by RCAS (replication-competent avian sarcoma-leukosis virus long terminal repeat with splice acceptor)-mediated gene transfer, followed by orthotopic implantation of tumor cells into *Cdh5-Cre*^ERT2^;*Il6*^fl/fl^ mice, in which IL-6 expression is controlled by EC-specific promoter Cdh5. Mass cytometry (cytometry by time of flight, CyTOF) analysis of tumor-derived single-cell suspension showed that genetic ablation of IL-6 increased the population of cytotoxic CD8^+^ T cells in GBM (Fig. 1b, c). Moreover, similar increasing trends were observed in CD3^+^ and CD4^+^ T cells as well, whereas the population of natural killer (NK) cells remained unchanged. Notably, IL-6 knockout reduced the populations of total myeloid cells and Mϕs, suggesting that the increased T-cell recruitment or activation may be due to reduced infiltration of immunosuppressive Mϕs into the tumors. Consistent with these findings, flow cytometry analysis of tumor-derived cells showed that IL-6 knockout enhanced infiltration of CD3^+^ T cells into the tumors (Fig. 1d) with an increased portion of CD8^+^ T cells in CD45^+^CD3^+^ T cells (Fig. 1e and Supplementary Fig. 1), associated with reduced CD45^+^CD11b^+^ myeloid cells and CD45^+^CD11b^+^F4/80^+^ Mϕs (Fig. 1f). Tumor-associated Mϕs secrete a plethora of anti-inflammatory, immunosuppressive cytokines, such as IL-10 and TGF-β, which inhibit T-cell infiltration into and activation in the tumors. Our enzyme-linked immunosorbent assay (ELISA) analysis revealed that IL-6 ablation substantially reduced IL-10 and TGF-β expression in GBM tumors but not in normal brains (Fig. 1g, h). These findings collectively suggest a critical role IL-6 plays in GBM immunosuppression, supportive of our previous work showing that IL-6 knockout in ECs inhibits GBM growth and improves survival in tumor-bearing mice^21^. Furthermore, these results implicate that IL-6 blockade may represent a strategy to activate T-cell-based anti-tumor immunity.

**Fig. 1:**
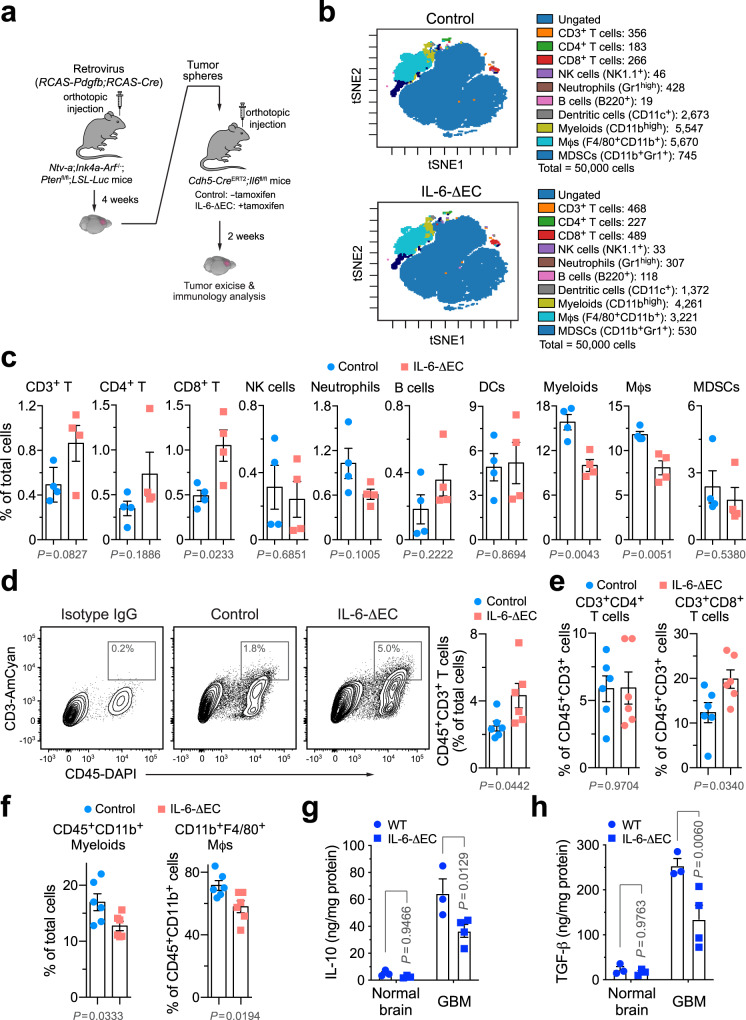
Genetic ablation of IL-6 reverses GBM immunosuppression. GBM was induced by RCAS-mediated genetic engineering in *Ntv-a*;*Ink4a-Arf*^−/−^;*Pten*^fl/fl^;*LSL-Luc* donor mice, followed by orthotopic tumor implantation into *Cdh5-Cre*^ERT2^;*Il6*^fl/fl^ recipient mice that were pretreated with (IL-6-ΔEC) or without (Control) tamoxifen. Two weeks after tumor implantation, tumors were excised. **a** Schematic approach. **b**, **c** Tumor-derived single-cell suspensions were analyzed by CyTOF. **b** Representative CyTOF sorting. **c** Quantitative results (mean ± SEM, *n* = 4 mice). Statistical analysis by two-tailed Student’s *t*-test. **d**–**f** Tumor-derived single-cell suspensions were analyzed by flow cytometry. **d** Analysis for CD3^+^ T cells. Left, representative cell sortings. Right, quantified results (*n* = 6 mice, mean ± SEM). Statistical analysis by two-tailed Student’s *t*-test. **e**, **f** Analysis for **e** CD4^+^/CD8^+^ T cells or **f** myeloid cells (*n* = 6 mice, mean ± SEM). Statistical analysis by two-tailed Student’s *t*-test. **g**, **h** Tissue lysates from normal brains and tumors were subjected to ELISA analysis for **g** IL-10 and **h** TGF-β expression (mean ± SEM, *n* = 4 mice for IL-6-ΔEC GBM group and *n* = 3 mice for other groups). Statistical analysis by two-way ANOVA with Sidak’s test. Source data are provided as a Source data file.

### IL-6 neutralization improves animal survival but does not sensitizes GBM to immune checkpoint blockade

GBM is insensitive to immune checkpoint blockade due to low T-cell infiltrates in the tumors, which remains a significant challenge in the clinic^4^. Considering the negative role of IL-6 for T-cell infiltration and activation in the tumors, we next tested the therapeutic potential of a IL-6-neutralizing antibody, particularly in combination with immune checkpoint inhibitors (ICIs, anti-PD-1 plus anti-CTLA-4 antibodies) in the genetic mouse GBM model (Fig. 2a). Survival analysis showed that anti-IL-6 treatment moderately but significantly (*P* < 0.05) improved the survival by over 30% (+8 days, comparable to 22 days of median survival in control mice, Fig. 2b). Moreover, anti-IL-6 treatment inhibited tumor growth (Fig. 2c). In accordance with our results by genetic IL-6 ablation (Fig. 1), flow cytometry analysis showed that IL-6 neutralization enhanced infiltration of CD45^+^CD3^+^ T cells into the tumors (Fig. 2d) and reduced recruitment of CD45^+^CD11b^+^ myeloid cells and CD45^+^CD11b^+^F4/80^+^ Mϕs (Fig. 2e and Supplementary Fig. 2), but did not affect the populations of CD45^+^CD11b^+^Ly6G^High^Ly6C^Int^ neutrophils and CD45^+^CD11b^−^CD3^−^NK1.1^+^ NK cells (Supplementary Fig. 2). However, IL-6 neutralization moderately enhanced the ratios of CD8^+^ T cells in tumor-associated CD45^+^CD3^+^ T cells (Fig. 2f), but did not activate these T cells, as indicated by no increases detected in Ki67^+^, IFN-γ^+^, or CD69^+^ activating T cells in CD45^+^CD3^+^ T cells (Fig. 2g). In contrast, treatment with ICIs alone did not significantly prolong animal survival (Fig. 2b) or inhibit tumor growth (Fig. 2c), consistent with similar results observed in human clinical studies^22,23^. ICI monotherapy did not stimulate CD3^+^ infiltration (Fig. 2d) or suppress the population of myeloid cells in the tumors (Fig. 2e); it did not enhance the radio of CD8^+^/CD3^+^ T cells or affect Ki67, interferon-γ (IFN-γ), and CD69 expression in CD3^+^ T cells (Fig. 2f, g), suggesting that ICIs fail to induce activation of T cells in GBM. Notably, combination therapy with ICIs and anti-IL-6 antibody did not synergistically extended survival or reduced tumor growth, compared with single agent treatment (Fig. 2b, c). In accordance with these findings, combination therapy failed to synergistically promote cell infiltration or activation in tumor-associated T cells (Fig. 2d–g). Taken together, our data show that IL-6 neutralization enhances T-cell infiltration into GBM tumors and improves animal survival; however, it does not sensitize tumor to immune checkpoint blockade, likely due to insufficient reversal of immune suppression and limited T-cell infiltration/activation in the tumor microenvironment.

**Fig. 2:**
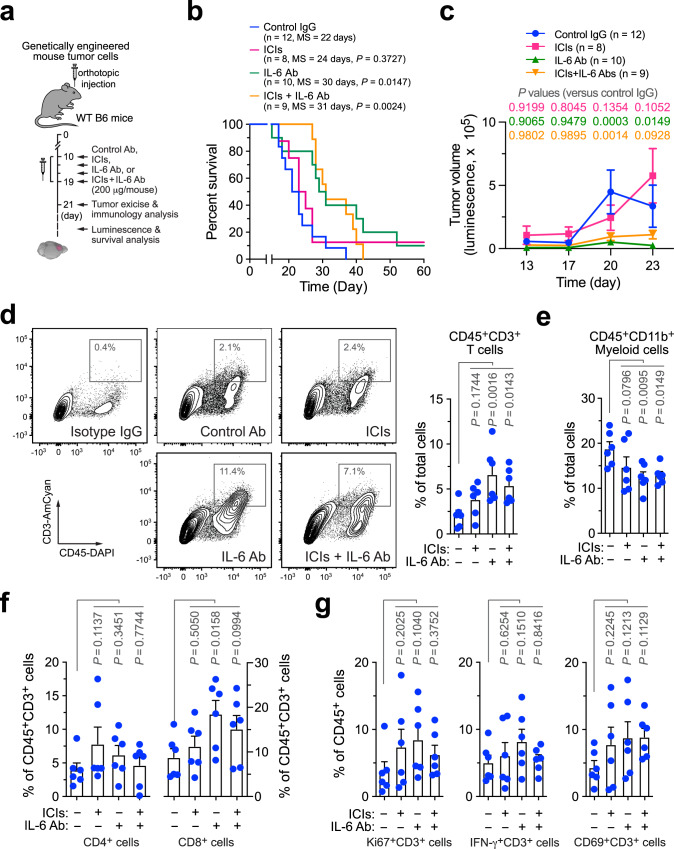
IL-6 neutralization enhances T-cell infiltration into GBM tumors and improves animal survival but does not sensitize tumor to immune checkpoint blockade. GBM was induced in WT B6 mice, followed by injection with control IgG, anti-IL-6 antibody (Ab), immune checkpoint inhibitors (ICIs), or ICIs plus anti-IL-6 Ab. **a** Schematic approach. **b**, **c** Survival and tumor growth analyses (*n* = 8–12 mice, specific *n* numbers are shown in the figure). **b** Mouse survival was monitored for 60 days and subjected to two-sided log-rank Mantel–Cox analysis. MS, median survival. **c** Tumor volume was analyzed by bioluminescence imaging during days 13–23 (mean ± SEM). Statistical analysis by two-way ANOVA with Dunnett’s test. **d**–**g** Tumors were excised 2 days after treatment. Tumor-derived single-cell suspensions were stained with antibodies against CD45, **d** CD3, **e** CD11b, **f** CD4, CD8, CD3, and **g** Ki67, IFN-γ, and CD69, followed by flow cytometry analyses. **d** Analysis for CD3^+^ T cells. Left, representative cell sortings. Right, quantified results (*n* = 6 mice, mean ± SEM). Statistical analysis by one-way ANOVA with Fisher’s LSD test. **e**–**g** Quantified results for immune cells (*n* = 6 mice, mean ± SEM). Statistical analysis by one-way ANOVA with Fisher’s LSD test. Source data are provided as a Source data file.

### IL-6 induces Mϕ-mediated immunosuppression but stimulates CD40 expression

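Mouse BM cells were cultured with 10 ng/ml CSF-1, the growth factor that turns them into Mϕs, for 3 days before IL-4, IL-6 or neither was added. The methods give 100 ng/ml of cytokine for 4 days and the legends 50 ng/ml for 2 days, while the labels of the deposited libraries give 4 days, with IL-4 at 10 and IL-6 at 100 ng/ml. Each of the 3 conditions has 3 libraries, which carry the numbers of 3 mice. The authors sequenced polyadenylated RNA, and the methods name STAR 2.4.2a for alignment to GRCm38 and Cufflinks 2.2.1 with GENCODE M5 for FPKM (fragments per kilobase of gene and per 1000000 fragments). They deposited FPKM of 53379 genes in each of the 9 libraries. The gene identifiers match GENCODE M21, version included, for 94.8% of the genes, and coordinates given with a gene are from M21 on GRCm38. The low values are whole multiples of what 1 fragment is worth in a gene of its exon length, so the fragments behind each value could be read back. Of 183346 values above 0, 100.0% came out as whole fragments, as a count of reads over exons gives, so the program and annotation behind the table are not settled. The libraries held 29988160 to 39909571 fragments, with a median of 34906730 in control, 34181516 in IL-4- and 32654863 in IL-6-treated Mϕs. Differences were tested with limma on log2(FPKM + 0.1) over the 12824 genes with a mean FPKM of at least 0.5, with all 9 libraries in one fit and Benjamini-Hochberg adjustment. Log2 fold changes are on that scale, which understates the change of low genes, and the threshold was an adjusted p under 0.05 with a log2 fold change of at least 1 in size. Tests are two-sided, and an exact permutation test of 3 libraries against 3 gives no p below 0.1. Socs3, a direct target of IL-6 signaling, checks the treatments: its log2 fold change against control was 5.12 with IL-6 (standard error 0.262, limma adjusted p = 3.02e-05) and 0.16 with IL-4 (adjusted p = 0.68). The libraries also divide in a way that follows neither condition nor mouse. Transcripts of 14 intestinal Paneth and goblet cell genes made up 26.8 to 39.5 of every 1000000 fragments in Control #1 to #3 and IL-4 #1, and 0.0990 to 0.245 in the other 5 libraries. Over 18 skeletal muscle genes the 5 libraries held 21.9 to 35.4 per 1000000 fragments, and the 4 libraries 4.07 to 13.1. All control libraries are in one of these sets and all IL-6 libraries in the other, so no set compares IL-6 with control. A fit with the set as a term is therefore given beside many comparisons of IL-6 with control, though not beside all. That fit rests on the difference between IL-4 #1 and IL-4 #2 and #3. IL-4 #2 and #3 share a set but had a root mean square log2 difference of 1.09. IL-4 #1 and #2 of different sets had 0.536. The term therefore also takes up what sets IL-4 #3 apart, and is not a clean correction for the set.

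**Figure D1:**
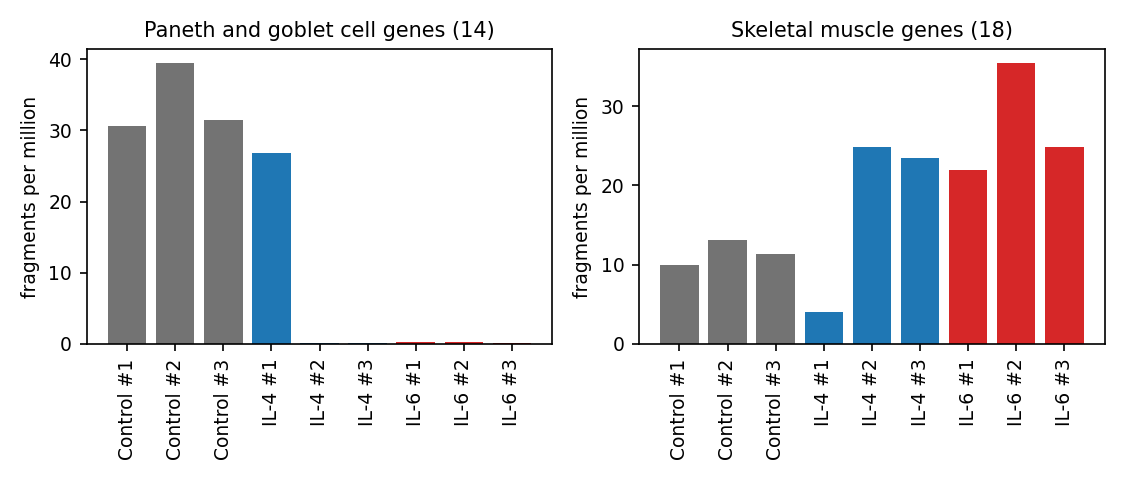
Fragments per 1000000 from 14 Paneth and goblet cell genes and 18 skeletal muscle genes in each of the 9 libraries. The 3 control libraries and IL-4 #1 lie at 26.8 or more for the intestinal genes, and the other 5 at 0.245 or less.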

To explore the mechanisms by which IL-6 regulates Mϕ-mediated immunosuppression, we investigated gene expression alternations at a transcriptome level in mouse bone marrow (BM)-derived Mϕs treated with IL-6. IL-4 was used as a control, which has a well-established role for inducing alternative M2 polarization and Mϕ immunosuppression. 

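The principal components were computed over the 12824 tested genes, each centered on its mean of log2(FPKM + 0.1). Component 1 held 55.4% of the variance, component 2 held 17.8% and component 3 held 14.5%. On component 1 the IL-6 libraries lay between −62.6 and −53.5, the control libraries between −36.7 and −2.8, and the IL-4 libraries between 45.0 and 124.1. On component 2 the control libraries lay between −52.8 and −13.8 and the IL-6 libraries between 7.6 and 19.0. IL-4 #1 and #2 had 50.8 and 46.6 there, but IL-4 #3 had −32.6, inside the range of the control libraries. The score of 124.1 on component 1 is also that of IL-4 #3, against 45.0 and 57.2 in IL-4 #1 and #2. Of the variance over all tested genes, 66.0% lay between the 3 groups (exact permutation test over the 280 partitions of 9 libraries into groups of 3, p = 0.00357, the smallest these partitions allow). Without IL-4 #3 that share was 76.2%, the highest of the alternatives, and scaling every gene to unit variance gave the lowest, 55.2%. IL-4 #1 and #2 belong to different sets of libraries, yet their root mean square log2 difference of 0.536 was smaller than the 1.09 between IL-4 #2 and #3 of one set. Every distance between a control and an IL-6 library runs across the sets.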

Principal components analysis manifested a different shift toward differentiation or a lineage change induced by IL-4 or IL-6 (Fig. 3a). Moreover, IL-4- and IL-6-treated Mϕs exhibited distinct expression profiles, compared with control untreated Mϕs, as shown by volcano and heatmap plot analyses (Fig. 3b, c). 

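Of the 12824 genes, 1784 passed the threshold between IL-4 and control, 644 higher and 1140 lower with IL-4. Between IL-6 and control 690 passed, 447 higher and 243 lower. The direct comparison of IL-6 with IL-4 had 2613, 1738 higher and 875 lower with IL-6. The median log2 fold change of all tested genes was −0.20 for IL-4 against control, 0.00 for IL-6 against control and 0.22 for IL-6 against IL-4. With each library rescaled by its median ratio to the gene-wise geometric mean, the IL-4 median became −0.01 and the split 834 higher and 874 lower, so the excess of lower genes depends on the scaling. Across genes, which are not independent replicates, the log2 fold changes of IL-4 and IL-6 had a Pearson r of 0.0731. Because both share the control libraries, simulated groups without any change gave a mean r of 0.501 (0.455 to 0.539 in 100 draws). Both comparisons called 288 genes, 155 in the same and 133 in the opposite direction. The simulated groups, in which nothing changed, gave 0 genes called in the same direction, and are no reference for genes that do change. An r below theirs therefore does not measure how distinct the responses are. Once the set of libraries was a term, 187 genes passed between IL-6 and control, 161 of them among the 690, and the median of all genes moved to 0.20. That fit called 1111 genes for IL-4 against control, and its median standard error for IL-6 against control was 0.424 in place of 0.252. Of 18 tested genes with fragments in only one set of libraries, 17 were called between IL-6 and control without the term, 16 of them lower with IL-6. Over 16 genes of a list of IL-4-responsive genes written beforehand, the median log2 fold change was 4.07 with IL-4 (15 higher, camera adjusted p = 0.00934 over 12 list tests) and 0.13 with IL-6 (10 higher, camera adjusted p = 0.889). The genes drawn in Fig. 3c are not listed in the paper's text, so no values are given for that heatmap.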

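Il10 (ENSMUSG00000016529.5, chromosome 1, 131019845 to 131024974) had 1.07 ± 0.237 FPKM in control (SD, n = 3), 0.1995 ± 0.119 with IL-4 and 1.66 ± 0.328 with IL-6, from 3 to 80 fragments per library. The log2 fold change was −2.04 with IL-4 (standard error 0.346, limma adjusted p = 0.00372). This call was lost with a pseudocount of 1 (−0.79) and with the set of libraries as a term (−1.49, adjusted p = 0.0706), and kept in all 9 fits that each left out a library (adjusted p from 0.00271 to 0.0195). With IL-6 it was 0.59 (adjusted p = 0.402), and 8 of the 9 pairs of an IL-6 and a control library were higher with IL-6 (exact permutation test, p = 0.2). The set of libraries as a term gave 1.41 with IL-6, which did not pass either (adjusted p = 0.245). The direct comparison of IL-6 with IL-4 gave 2.62 (adjusted p = 0.000748). Tgfb2 (chromosome 1, 186622792 to 186705989) was close to the limit of detection. It had 1, 5 and 0 fragments in the control libraries, 0, 12 and 7 with IL-4, and 3, 5 and 7 with IL-6. Its mean FPKM of 0.0269 with IL-6 is below the filter, and in the fit without a filter its log2 fold change was 0.19 with IL-6 (adjusted p = 0.714) and 0.23 with IL-4 (adjusted p = 0.558), so no change was detectable at this depth. Tgfb1 had a log2 fold change of −0.47 with IL-6 and −0.48 with IL-4 (adjusted p = 0.033 and 0.0138), with 72.1 ± 4.12 FPKM in control. These adjusted p depend on the scaling: 0.116 and 0.246 with median-ratio rescaling (−0.48 and −0.28), but 0.0164 and 0.00227 with quantile normalization. The set of libraries as a term gave −0.64 with IL-6 and −0.59 with IL-4 (adjusted p = 0.157 and 0.0442). Tgfb3, also below the filter, had −0.92 with IL-4 and 0.10 with IL-6 (adjusted p = 0.175 and 0.965). Arg1 (chromosome 10, 24915221 to 24927484) rose from 0.577 ± 0.156 FPKM in control to 1044 ± 273 with IL-4, a log2 fold change of 10.58 (standard error 0.359, adjusted p = 1.95e-06). With IL-6 it had 3.62 ± 1.64 FPKM and a log2 fold change of 2.39 (adjusted p = 0.00557); with the set of libraries as a term this was 2.79, adjusted p = 0.103. The IL-6 libraries held 160 to 365 Arg1 fragments, and IL-4 #2 and #3 of their set held 79392 and 64936. A carry-over between libraries as large as the lowest ratio of the other IL-4-induced genes would account for at most 39.4% of the fragments in IL-6 #1, 37.1% in IL-6 #2 and 23.6% in IL-6 #3. Arg2 (chromosome 12, 79130777 to 79156301) had 3.98 ± 0.0919 FPKM in control, 2.25 ± 0.498 with IL-4 and 33.1 ± 1.103 with IL-6. Its log2 fold change was 3.02 with IL-6 (standard error 0.156, adjusted p = 2.91e-05) and −0.82 with IL-4 (adjusted p = 0.00622), and with the set as a term it was 2.82 with IL-6 (adjusted p = 0.00723).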

Of note, specific analysis of immune-suppressive cytokines showed that IL-6 predominantly induced IL-10, TGF-β2, and arginase-1/2 expressions, whereas IL-4 robustly increased arginase-1 expression but did not enhance IL-10 expression (Fig. 3d). IL-6-induced IL-10 expression was verified by flow cytometry (Fig. 3e). 

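Mrc1 (chromosome 2, 14229392 to 14332057) encodes CD206, and had 70.1 ± 10.9 FPKM in control (SD, n = 3), 225.7 ± 103.9 with IL-4 and 122.8 ± 9.49 with IL-6. The log2 fold change of Mrc1 was 1.56 with IL-4 (standard error 0.36, limma adjusted p = 0.0152), which passed the threshold in 6 of the 9 fits that each left out a library and did not pass with only the groups compared (adjusted p = 0.0591). With IL-6 it was 0.82 (adjusted p = 0.243), although all 3 IL-6 libraries lay above all 3 control libraries. This adjusted p was 0.00278 without IL-4 #3, and it ranged up to 0.567 over the fits that left out a library. The direct test of IL-6 against IL-4 for Mrc1 gave a log2 fold change of −0.74 (adjusted p = 0.138), but it passed without IL-4 #3 (−1.22, adjusted p = 0.000271) and with the trends on gene length and GC content removed (−1.14, adjusted p = 0.000813). Over the fits that left out a library its adjusted p ran up to 0.308. Cd86 (chromosome 16, 36603869 to 36666081) fell from 15.5 ± 1.37 FPKM in control to 3.85 ± 0.738 with IL-4, a log2 fold change of −1.99 (adjusted p = 0.000132). With IL-6 it had 19.3 ± 2.496 FPKM, and its log2 fold change of 0.32 did not pass (adjusted p = 0.365). The set of libraries as a term gave 1.55 for Mrc1 and 0.61 for Cd86 with IL-6 (adjusted p = 0.247 and 0.289). Tlr2 (chromosome 3, 83836272 to 83841767) rose with IL-6 from 50.4 ± 5.31 to 110.7 ± 6.69 FPKM, a log2 fold change of 1.14 (standard error 0.138, adjusted p = 0.00206), and fell to 2.86 ± 0.412 FPKM with IL-4. F13a1 (chromosome 13, 36867178 to 37050244) had 21.4 ± 5.25 FPKM in control, 89.0 ± 1.87 with IL-6 and 0.465 ± 0.236 with IL-4. The log2 fold change of F13a1 was 2.08 with IL-6 (adjusted p = 0.00475) and −5.31 with IL-4 (adjusted p = 1.4e-05). Serpinb2 (chromosome 1, 107511423 to 107535478) had 2.77 ± 0.266 FPKM with IL-6 against 0.0966 ± 0.0532 in control, where 5 to 13 fragments were counted per library. Its log2 fold change was 3.9 with IL-6 (adjusted p = 0.000335) and −0.00 with IL-4 (adjusted p = 0.996); 10.4% of its stretches of 50 bases also occur in transcripts of other genes, chiefly Serpinb10. With the set of libraries as a term, Tlr2, F13a1 and Serpinb2 still passed with IL-6 (log2 fold changes of 1.44, 2.99 and 3.36; adjusted p = 0.0315, 0.0233 and 0.0391). The reference gene Actb changed by −0.14 with IL-4 and −0.10 with IL-6 on the log2 scale (adjusted p = 0.547 and 0.767).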

Interestingly, IL-4 and IL-6 induced expression of M2 Mϕ-associated markers in a distinct manner: IL-4 seemed to selectively and markedly induce CD206 (*Mrc1*) expression, whereas IL-6 more broadly stimulated the expression of multiple markers including CD206, CD86, Toll-like receptor 2 (*Tlr2*), coagulation factor XIII (*F13a1*), and serpin family b2 (*Serpinb2*) (Fig. 3d). Flow cytometry analysis validated that both IL-4 and IL-6 enhanced CD206 expression in Mϕs (Fig. 3f). These findings collectively suggest positive roles for IL-4 and IL-6 in the induction of Mϕ M2 polarization and immunosuppression, and implicate a distinct mechanism favoring Mϕs towards immunosuppressive phenotypes by IL-6.

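Of the 12 genes of Fig. 3d, 6 passed the threshold with IL-4 and 5 with IL-6. The 5 were all higher with IL-6, while 2 of the 6 were higher with IL-4. The direct comparison of IL-6 with IL-4, which tests whether the responses differ, passed for 7 of the 12, and 6 of these were higher with IL-6. Adjusted over the list alone, 9 genes had an adjusted p under 0.05 with IL-4, 6 with IL-6 and 8 between IL-6 and IL-4; over all genes tested these counts were 8, 6 and 7. The study chose the list, so the first counts are not independent evidence. With the set of libraries as a term, 5 of the 12 passed with IL-4, 4 with IL-6 and 7 between IL-6 and IL-4. Within one set, the mean FPKM of the IL-6 libraries was 14.0 times that of IL-4 #2 and #3 for Arg2, 5.38 times for Cd86, 41.8 times for Tlr2, 261 times for F13a1 and 23.1 times for Serpinb2. For Arg1 it was 0.0038 times, the other way, and for Il10 11.6 times, a ratio that rests on values as low as 0.0756 and 0.210 FPKM in IL-4 #2 and #3. Low values there also underlie F13a1 (0.441 and 0.242 FPKM) and Serpinb2 (0.1545 and 0.0853 FPKM). Against control, Cd86, Tlr2 and F13a1 fell with IL-4 (−1.99, −4.10 and −5.31) by more than they rose with IL-6 (0.32, 1.14 and 2.08). Arg2 and Serpinb2 mainly rose with IL-6 (3.02 and 3.9). From this panel and the flow cytometry of IL-10 and CD206, the paper proposes that both cytokines promote M2 polarization and that IL-6 acts by a distinct mechanism.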

**Fig. 3:**
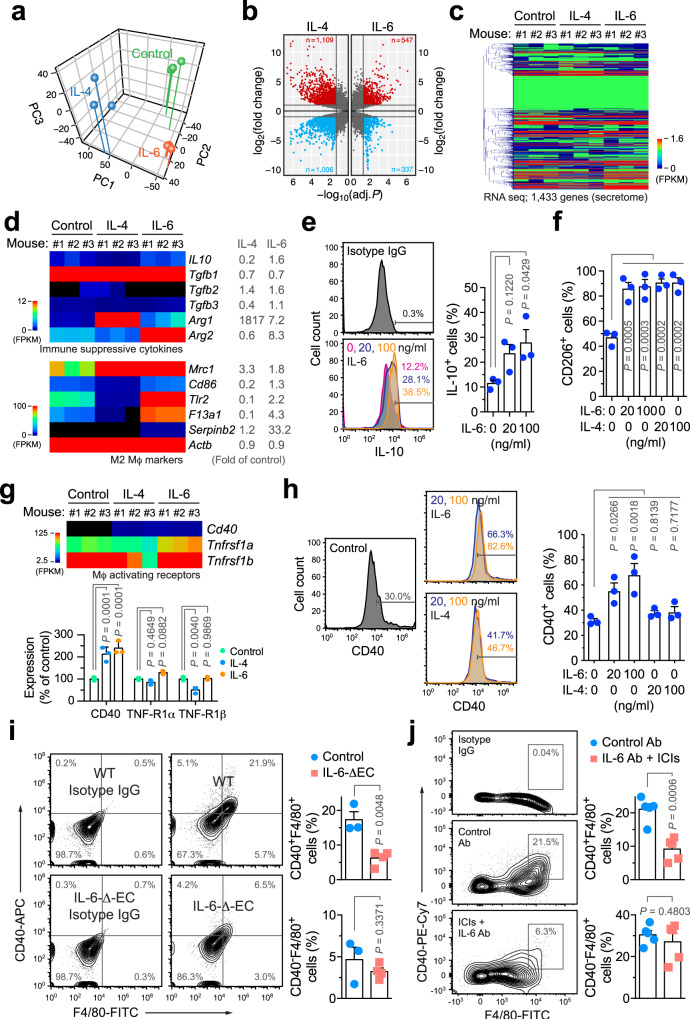
IL-6 induces Mϕ-mediated immunosuppression but stimulates CD40 expression. **a**–**e** Bone marrow (BM)-derived Mϕs were isolated from mice and treated with 50 ng/ml IL-4 and IL-6 for 2 days, followed by RNA-seq analysis (*n* = 3 mice). Genes were mapped and subjected to **a** principal component and **b** volcano plot analyses. **c** Heatmap of secretome genes. **d** Expression of immunosuppressive cytokines (top) and M2 Mϕ activation-associated genes. Left, heatmap. Right, means of fold expression of control. **e**, **f** BM-derived mouse Mϕs were treated with IL-4 and IL-6 for 2 days, and analyzed by flow cytometry. **e** IL-10 expression. Left, representative sortings. Right, quantitative results (*n* = 3 mice, mean ± SEM). Statistical analysis by one-way ANOVA with Dunnett’s test. **f** CD206 expression (*n* = 3 mice, mean ± SEM). Statistical analysis by one-way ANOVA with Dunnett’s test. **g** Expression of Mϕ activation-associated receptor genes. Left, heatmap. Right, quantitative results (*n* = 3 mice, mean ± SEM). Statistical analysis by two-way ANOVA with Dunnett’s test. **h** BM-derived mouse Mϕs were treated with IL-4 and IL-6, and analyzed by flow cytometry. Left, representative sortings. Right, quantitative results (*n* = 3 mice, mean ± SEM). Statistical analysis by one-way ANOVA with Dunnett’s test. **i** GBM was induced in control WT or IL-6-ΔEC mice. Two weeks after tumor implantation, tumor-derived single-cell suspensions were analyzed by flow cytometry (mean ± SEM, *n* = 3 mice for control group and *n* = 4 mice for IL-6-ΔEC group). Statistical analysis by two-tailed Student’s *t*-test. **j** GBM was induced in mice. Two days after treatment with IL-6 Ab and ICIs or with control Ab, tumors were analyzed by flow cytometry (*n* = 5 mice, mean ± SEM). Statistical analysis by two-tailed Student’s *t*-test. Source data are provided as a Source data file.

Multiple mechanisms mediate Mϕ activation and their co-stimulation of T cells to promote anti-tumor immunity, mainly through tumor necrosis factor (TNF) superfamilies of receptors (*Tnfrsf1a/b*) and CD40^24,25^. In contrast to our findings showing that IL-6 induces Mϕ M2 polarization and immunosuppression, our RNA sequencing (RNA-seq) data unexpectedly revealed that IL-6 stimulated expression of CD40 but not TNF-R1α/β (Fig. 3g). Moreover, IL-6, but not IL-4, consistently induced CD40 expression at both mRNA and protein levels (Fig. 3g, h). 

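Cd40 (ENSMUSG00000017652.16) lies on chromosome 2 from 165055627 to 165072948. It had 2.42 ± 0.194 FPKM in control Mϕs (SD, n = 3), from 228 to 313 fragments per library, and 5.79 ± 0.832 FPKM with IL-6, from 549 to 784 fragments. As a percentage of the control mean this was 239.6 ± 34.4 with IL-6. The log2 fold change was 1.22 (standard error 0.195, limma adjusted p = 0.00714), and every IL-6 library lay above every control library (exact permutation test, p = 0.1). Over the 9 fits that each left out a library it stayed between 1.12 and 1.33 and passed the threshold in all 9, with adjusted p from 0.00102 to 0.0404. With a pseudocount of 1 in place of 0.1, which weighs down low genes, it was 0.98 (adjusted p = 0.00712). Control and IL-6 libraries belong to different sets of libraries, and with the set as a term the log2 fold change was 1.27 with a wider standard error, adjusted p = 0.158. Tnfrsf1a (chromosome 6, 125349362 to 125362484) encodes TNF-R1α and had 77.7 ± 3.99 FPKM in control and 100.1 ± 5.85 with IL-6. Its log2 fold change of 0.37 (standard error 0.117) did not pass (adjusted p = 0.108), although all 3 IL-6 libraries were higher; without IL-4 #3 the adjusted p was 0.0112, within a range of 0.0112 to 0.328 over the fits that left out a library. Tnfrsf1b (chromosome 4, 145213463 to 145246870) had 199.1 ± 18.3 FPKM in control and 202.1 ± 12.5 with IL-6, a log2 fold change of 0.02 (standard error 0.226, adjusted p = 0.963). The set as a term gave 0.51 for Tnfrsf1a and 0.59 for Tnfrsf1b with IL-6 (adjusted p = 0.253 and 0.312). Adjusted over the list alone, 2 of the 3 genes had an adjusted p under 0.05 with IL-6, and 1 over all genes tested.

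**Figure D2:**
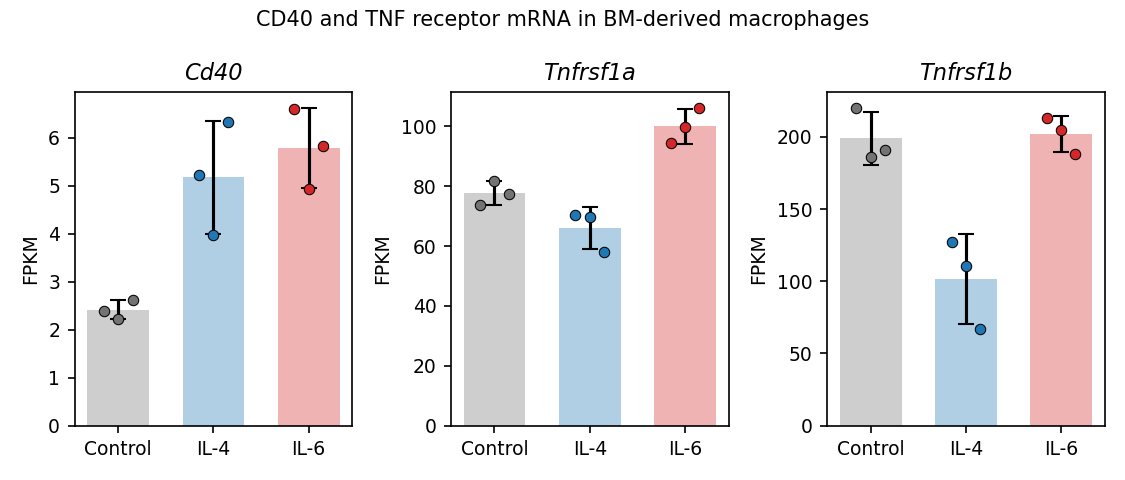
FPKM of Cd40, Tnfrsf1a and Tnfrsf1b in control, IL-4- and IL-6-treated Mϕs; bars are means, error bars are SD (n = 3 libraries) and points are libraries. Cd40 is at 2.42 FPKM in control, and above every control library in each treated library.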

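With IL-4, Cd40 had 5.18 ± 1.18 FPKM (SD, n = 3), from 411 to 861 fragments per library, which is 214.2% of the control mean. Its log2 fold change against control was 1.05 (standard error 0.195, limma adjusted p = 0.0057), and every IL-4 library lay above every control library (exact permutation test, p = 0.1). It lay between 0.89 and 1.22 over the fits that each left out a library and passed the threshold in 7 of the 9; a pseudocount of 1 gave 0.84. The direct comparison of IL-6 with IL-4 gave a log2 fold change of 0.17 (adjusted p = 0.493), and the ranges of the libraries overlapped (exact permutation test, p = 0.6). The sets of libraries allow comparisons within each. IL-4 #1 had 5.21 FPKM, 2.16 times the mean of the control libraries of its set, and the IL-6 libraries had 1.12 times the mean of IL-4 #2 and #3. With the set as a term, the difference between IL-6 and IL-4 was 0.19 (adjusted p = 0.507) and that between IL-4 and control was 1.08 (adjusted p = 0.0581). The receptors of the tumor necrosis factor family differed between the cytokines. Tnfrsf1b fell to 101.4 ± 31.2 FPKM with IL-4, a log2 fold change of −1.02 (standard error 0.226, adjusted p = 0.0128), and was higher with IL-6 than with IL-4 by 1.04 (adjusted p = 0.00891). With the median-ratio rescaling these became −0.82 and 0.84, under the threshold of 1. Tnfrsf1a had 66.0 ± 7.03 FPKM with IL-4, a log2 fold change of −0.24 (adjusted p = 0.179), and was higher with IL-6 than with IL-4 by 0.60 (adjusted p = 0.0052). These are mRNA values, and the protein data of Fig. 3h come from flow cytometry.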

In accordance with these findings observed in BM-derived Mϕs, flow cytometry analysis showed that IL-6 substantially stimulated CD40 expression in tumor-derived Mϕs (Supplementary Fig. 3). These findings implicate a dual role of IL-6 in pro- and anti-tumor immunity, mediated through the expression of immunosuppressive cytokines and Mϕ-activating signal CD40, respectively. Furthermore, flow cytometry analysis of tumor-derived single cells showed that genetic IL-6 ablation abrogated CD40 expression in tumor Mϕs, as indicated by a decrease in CD40^+^F4/80^+^ cell population but not in CD40^−^F4/80^+^ cell population (Fig. 3i), suggesting that IL-6 is critical for positively controlling Mϕ expression of CD40 in the GBM microenvironment. Similarly, substantially reduced Mϕ expression of CD40 was observed in the tumors treated with ant-IL-6 antibody and ICIs (Fig. 3j), providing a potential mechanism for lack of therapeutic efficiency in this group, which is likely due to insufficient Mϕ activation resulted from downregulated CD40 expression.

### IL-6 induces CD40 expression through Stat3 and HIF-1α

Considering that the mechanisms for IL-6-induced alternative Mϕ polarization have been well defined^21,26,27^, we focused our study on the molecular mechanism by which IL-6 regulates CD40 expression. Computational bioinformatics analysis of top 20 upregulated transcription factors revealed that IL-6 exclusively induced hypoxia-inducible factor (HIF)-1α, Ets2, NK-κB2, Stat3, and Bcl3 expression to a robust level (fragments per kilobase million (FPKM) > 1.0, by RNA-seq), compared to control untreated and IL-4-treated mouse Mϕs (Fig. 4a). 

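All 20 transcription factors of Fig. 4a had a mean above 1 FPKM with IL-6, at 1.75 to 5.93 times the control mean. With IL-6, 16 of the 20 passed the threshold against control, and with IL-4 4 did (Epas1, Klf4, Fos and Etv5). Klf7, Etv3, Nr2c2 and Rest were higher with IL-6 but did not pass. Fosl2 with IL-4 had 1.05 (adjusted p = 0.0729), and it passed with median-ratio rescaling (1.24, adjusted p = 0.0162), quantile normalization (1.25, adjusted p = 0.0103) and the trends on length and GC content removed (1.42, adjusted p = 0.000339). The direct comparison of IL-6 with IL-4 passed for 12 factors, 11 higher with IL-6 and Klf4 higher with IL-4. Leaving out IL-4 #3 changed these counts to 19 with IL-6, 6 with IL-4 and 10 between IL-6 and IL-4. Leaving out each library in turn, 9 fits in all, undid some of the 16 calls with IL-6. Cebpb and Etv5 lost theirs in 7 of the 9 fits, Stat3 in 6, Hif1a, Fosl2 and Klf4 in 5, and Gata1 in 3. The remaining calls passed in all 9. Cebpb also went from 1.42 to 0.42 with the set of libraries as a term (adjusted p = 0.541). Adjusted over the list alone, 19 factors had an adjusted p under 0.05 with IL-6 against control, and 16 over all genes tested; the study chose this list on these libraries, so that is not independent evidence. Hif1a (chromosome 12, 73901375 to 73947530) had 18.7 ± 5.33 FPKM in control (SD, n = 3), 15.3 ± 9.21 with IL-4 and 111.2 ± 11.7 with IL-6. Its log2 fold change with IL-6 was 2.60 (standard error 0.523, limma adjusted p = 0.0204), and the adjusted p ran from 0.000117 to 0.087 over the fits that each left out a library, 4 of 9 passing. IL-4 #3 had 4.82 FPKM of Hif1a, against 19.4 and 21.9 in IL-4 #2 and #1. Stat3 (chromosome 11, 100885098 to 100939540) had 11.8 ± 1.42, 12.2 ± 4.61 and 28.8 ± 1.08 FPKM in control, IL-4 and IL-6, a log2 fold change of 1.29 with IL-6 (standard error 0.277, adjusted p = 0.0274, 3 of those 9 fits passing). Without a filter on low genes the adjusted p of Stat3 was 0.0526, and over the fits that left out a library it ran from 0.000151 to 0.11. Ets2 rose with IL-6 by 1.75 (adjusted p = 9.63e-05), Nfkb2 by 1.3 (adjusted p = 0.000354) and Bcl3 by 1.17 (adjusted p = 0.000549), and all 3 passed in all 9 of those fits. Against IL-4, the IL-6 libraries were higher by 3.11 for Hif1a, 1.47 for Ets2, 2.11 for Nfkb2, 1.31 for Stat3 and 1.87 for Bcl3 (adjusted p = 0.00268, 3.58e-05, 5.22e-06, 0.00796 and 9.06e-06). For Stat3 this difference fell under 1 without IL-4 #3 (0.95) and with the trends on length and GC content removed (0.85). Its adjusted p stayed under 0.05 in both. With IL-4, Nfkb2 and Bcl3 were lower than in control (log2 fold changes of −0.81 and −0.70, adjusted p = 0.00118 and 0.00239), and Hif1a, Ets2 and Stat3 did not pass (−0.52, 0.28 and −0.02; adjusted p = 0.504, 0.112 and 0.958). Ets2 was nevertheless higher in every IL-4 library than in every control library, and its adjusted p depends on the scaling: 0.0308 with median-ratio rescaling, 0.025 with quantile normalization and 0.0165 with the trends on length and GC content removed, where its log2 fold change was largest (0.52). Stat3 had 0.34 with the trends removed (adjusted p = 0.0157). With the set of libraries as a term, 4 factors passed between IL-6 and control, Foxp4, Runx3, Ets2 and Nfkb2. In that fit Hif1a had a log2 fold change of 3.76 (adjusted p = 0.0941), Stat3 1.95 (adjusted p = 0.0903) and Bcl3 1.11 (adjusted p = 0.0515). The low Hif1a and Stat3 of IL-4 #3 (4.82 and 6.99 FPKM) raise their estimates there, since the term rests on the IL-4 libraries.

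**Figure D3:**
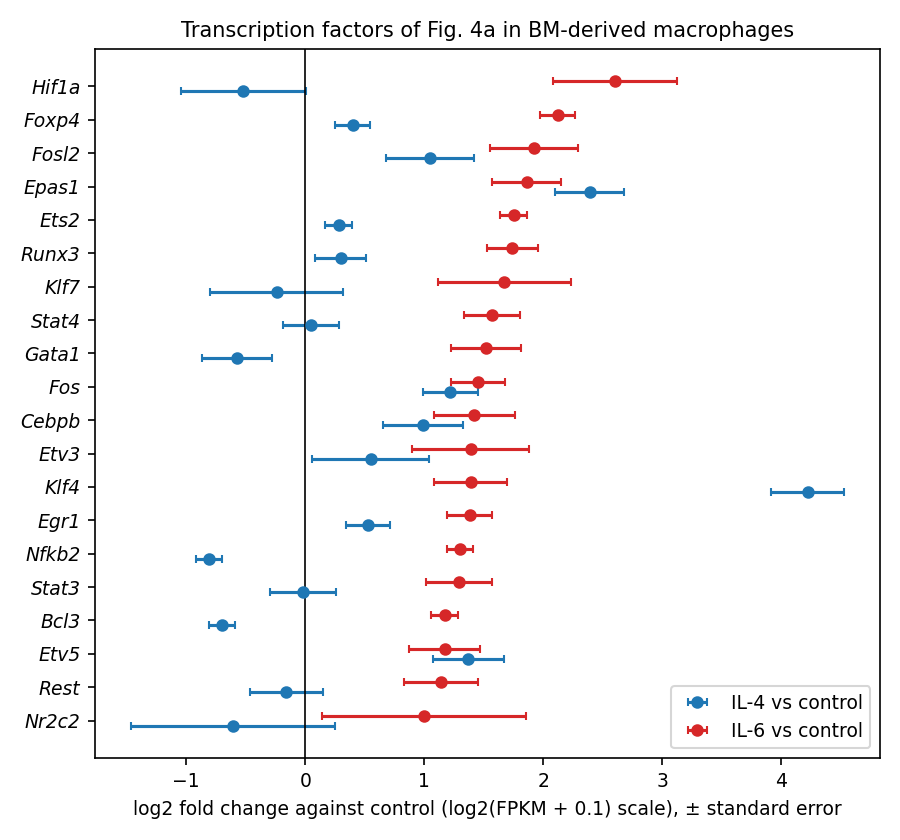
Log2 fold change against control (horizontal axis) of the 20 transcription factors of Fig. 4a with IL-4 and with IL-6; points are limma estimates and error bars standard errors (3 libraries per condition). The IL-6 points lie between 1.00 (Nr2c2) and 2.60 (Hif1a).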

We initially focused our study on HIF-1α, NK-κB, and Stat3 that are known to participate IL-6 signaling regulation^28–31^. Small interfering RNA (siRNA)-mediated knockdown of Stat3, but not of NK-κB2, robustly abrogated IL-6-induced CD40 expression in human Mϕs (Fig. 4b). Furthermore, chromatin immunoprecipitation (ChIP) analysis showed that Stat2 interacts with CD40 promoter, particularly in the region from −821 to −577 downstream of transcription start site (TSS), in an IL-6-inducible manner (Fig. 4c, d), collectively suggesting that Stat3 is critical for IL-6-induced CD40 transcription.

**Fig. 4:**
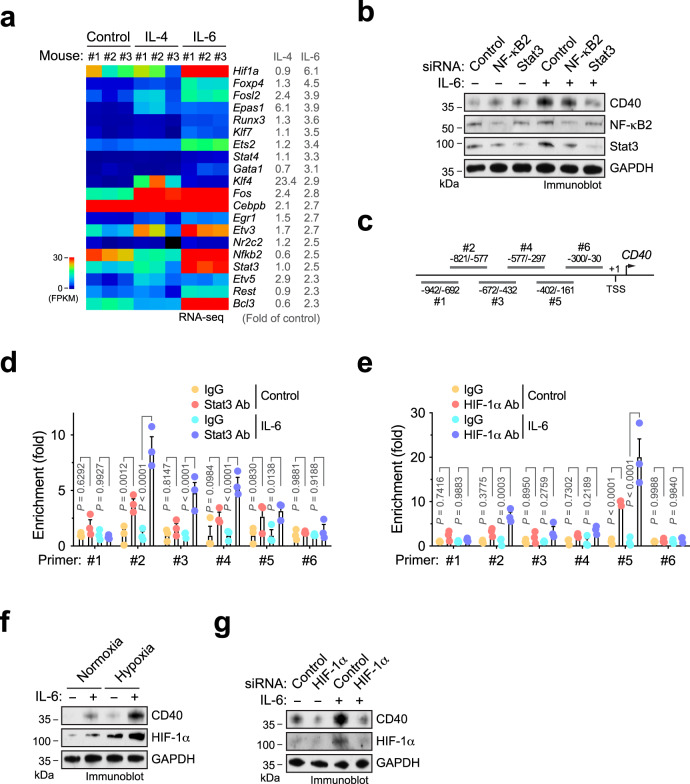
IL-6 induces CD40 expression through Stat3 and HIF-1α. **a** BM-derived Mϕs were isolated from mice and treated with 50 ng/ml IL-4 and IL-6 for 2 days, followed by RNA-seq analysis (*n* = 3 mice). Shown are top upregulated transcriptional factors induced by IL-6. Left, heatmap. Right, means of fold expression of control. **b** Human monocytes were transfected with siRNA targeting NF-κB2, Stat3, or control sequence and treated with IL-6 or control medium. Cell lysates were immunoblotted. This experiment was repeated independently twice with similar results. **c**–**e** Human monocytes were treated with IL-6 or control medium under **d** normoxia or **e** hypoxia. Nuclei protein was immunoprecipitated with **d** anti-Stat3 or **e** anti-HIF-1α antibody, or IgG, and subjected to ChIP analysis with different primers. **c** Results shown are from quantitative real-time polymerase chain reaction (RT-PCR) analysis (*n* = 3 human samples, means ± SEM). Statistical analysis by two-way ANOVA with Tukey’s test. **f** Human monocytes were treated with IL-6 or control medium under normoxia or hypoxia, followed by immunoblot analysis. This experiment was repeated independently twice with similar results. **g** Human monocytes were pretreated with siRNA targeting HIF-1α or control sequence, and treated with IL-6 or control medium under hypoxia. Cell lysates were immunoblotted. This experiment was repeated independently twice with similar results. Source data are provided as a Source data file.

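Among the 20 transcription factors drawn, Hif1a, which encodes HIF-1α, ranked 1 by the ratio of mean FPKM with IL-6 to control (5.93) and also by log2 fold change. Whether the rise in its mRNA came with a rise in genes that HIF-1 regulates was measured on a list written before the data were examined. Of 24 tested targets, among them Vegfa, Slc2a1 and Pgk1, 22 were higher with IL-6 than in control, with a median log2 fold change of 0.70 (limma's camera with estimated correlation, adjusted p = 0.0178 over 12 list tests). With IL-4, 11 of the 24 were higher and the median was −0.16, near the median of all genes (camera adjusted p = 0.889). Of 11 STAT3 targets written down the same way, 10 were higher with IL-6, with a median of 1.37 (camera adjusted p = 0.00934), and 6 with IL-4, with a median of 0.16 (adjusted p = 0.637). The fry test called the same lists with IL-6 (adjusted p = 0.000125 and 6.44e-06). In the fit with the set of libraries as a term, the medians with IL-6 were 0.83 and 1.46, with camera adjusted p = 0.176 and 0.109. The difference between the IL-6 and IL-4 response of these lists was not tested.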

Considering that HIF-1α, a master regulator of cell responses to hypoxia, was identified at the top of the IL-6-inducible transcriptional factors (Fig. 4a), we investigated the role of HIF-1α in IL-6-induced CD40 expression under hypoxia. Our data showed that HIF-1α binds to CD40 promoter in the region from −402 to −161 downstream of TSS under hypoxia, and IL-6 robustly enhanced this binding (Fig. 4c, e). Furthermore, immunoblot analysis indicated that hypoxia stimulates IL-6-induced CD40 expression (Fig. 4f). siRNA-mediated HIF-1α knockdown abolished the IL-6-induced CD40 expression (Fig. 4f, g). Together, our data reveal that IL-6 induces CD40 expression through Stat3 and HIF-1α.

### IL-6 neutralization and CD40 stimulation sensitizes GBM to immune checkpoint blockade

Given a dual role of IL-6 in immunosuppressive cytokine-mediated pro-tumor effects immunity and CD40-mediated anti-tumor immunity (Fig. 3), we next sought to test experimental therapy that combines CD40 agonist to maximize tumor immunity in anti-IL-6 treatment. GBM was genetically induced in wild-type (WT) mice, followed by treatment with IL-6-neutralizing antibody, CD40 agonist antibody, and ICI, alone or combined (Fig. 5a). Our data showed that CD40 stimulation alone did not affect tumor growth (Fig. 5b) or animal survival (Fig. 5c). In a parallel study, combination therapy with a CD40 agonist plus checkpoint inhibitors also did not extend animal survival (Supplementary Fig. 4). However, dual therapy that combines IL-6 neutralization and CD40 stimulation markedly sensitized GBM to ICI treatment, as triple treatment (CD40 antibody, IL-6 antibody, and ICIs) substantially delayed tumor growth (Fig. 5b) and enhanced mouse survival with an almost doubled median survival (37 days), compared with 21 days in control IgG-treated mice (Fig. 5c). These results suggest dual-targeting IL-6 and CD40 as an efficient strategy for overcoming GBM resistance to ICI treatment.

**Fig. 5:**
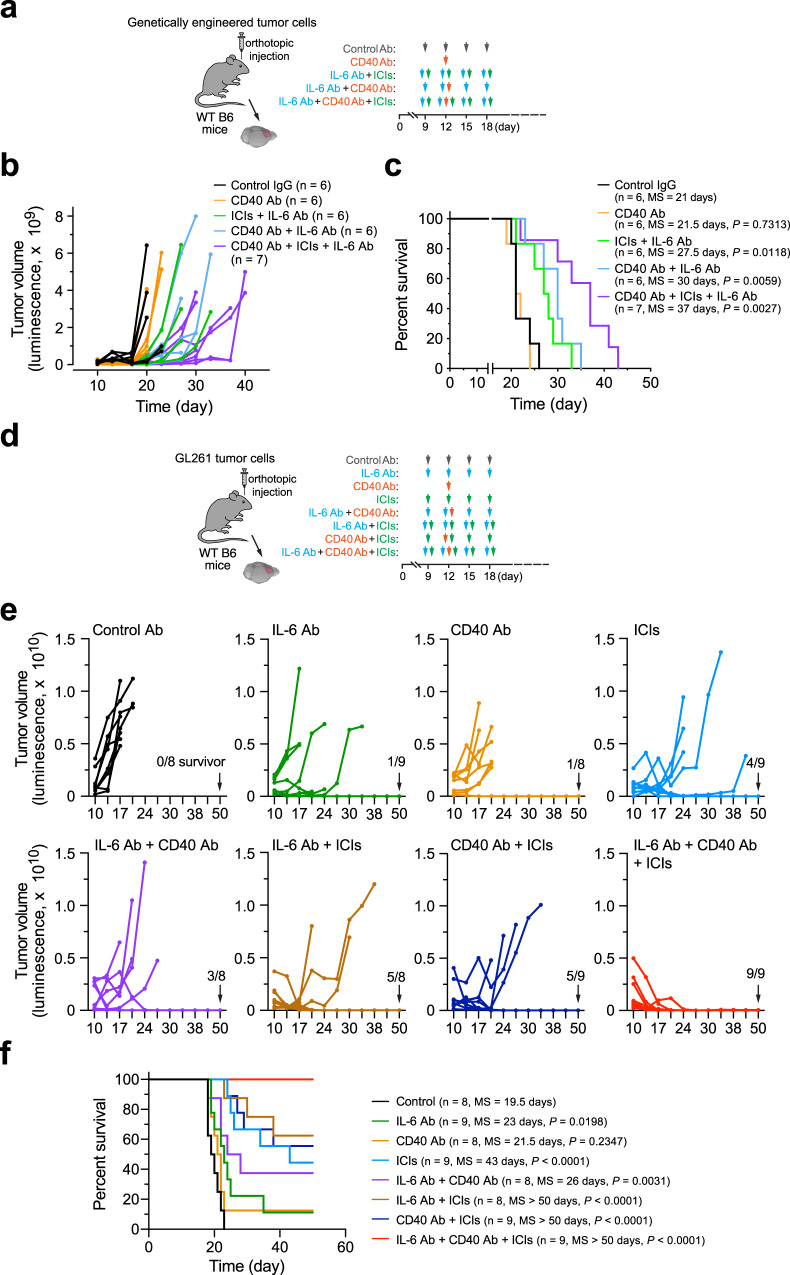
IL-6 neutralization and CD40 stimulation sensitizes GBM to immune checkpoint blockade treatment. GBM was induced in mice by transplantation with **a**–**c**, tumor cells derived from RCAS-genetically engineered model (*n* = 6–7 mice, specific *n* numbers are shown in the figure) or **d**–**f** GL261 tumor cells (*n* = 8–9 mice, specific *n* numbers are shown in the figure), followed by different treatment and survival analyses. **a**, **d** Experimental procedure. **b**, **e** Tumor volume was analyzed by bioluminescence imaging. **c**, **f** Mouse survival was monitored and analyzed by two-sided Log-rank Mantel–Cox analysis. MS, median survival. Source data are provided as a Source data file.

In addition, we tested therapeutic efficacy of the dual-targeting treatment in an independent GL261 mouse GBM model (Fig. 5d). Similar to the findings observed in the genetically induced GBM model, pro-CD40 and anti-IL-6 monotherapy showed limited and moderate therapeutic effects on tumor growth and animal survival, respectively (Fig. 5e, f). Consistent with previously published data^32^, GL261 tumors partially responded to ICI treatment. Notably, combination of ICIs with the dual-targeting IL-6 and CD40 resulted in complete therapeutic responses, as indicated by all treated animal survived at the end time point without detectable tumors (Fig. 5e, f).

### IL-6 neutralization and CD40 stimulation plus immune checkpoint blockade synergistically reduces Mϕ-mediated immune suppression and enhances T-cell infiltration and activation in GBM

We next investigated the effects of the combination therapy on tumor immunity 2 days after treatment in the genetically engineered GBM model (Fig. 6a). Our data indicated that the triple treatment almost completely blocked tumor growth during the therapy window and, to a lesser extent, combination therapy with IL-6 neutralization and CD40 stimulation markedly reduced tumor growth (Fig. 6b). Flow cytometry analysis of tumor-derived single-cell suspensions showed that all treated groups, compared with control IgG-treated group, exhibited reversed immunosuppressive activity of tumor-associated Mϕs, evidenced by the reduced populations of IL10^+^F4/80^+^ cells by up to 70% (Fig. 6c). However, only triple treatment induced a significant (*P* < 0.01), robust sevenfold increase in the infiltrates of cytotoxic CD45^+^CD8^+^ T cells (Fig. 6d), which likely induced the therapeutic benefits including delayed tumor growth and extended animal survival (Fig. 5b, c). Furthermore, triple treatment enhanced activities of these infiltrated T cells, as indicated by the increases in CD45^+^CD8^+^Ki67^+^ and CD45^+^CD8^+^IFN-γ^+^ cell populations that express proliferative marker Ki67 and cytotoxic cytokine IFN-γ (Fig. 6e, f). In addition, all treatments, except for CD40 stimulation treatment alone, reduced the expression of immunosuppressive cytokines including IL-10 and TGF-β, in the tumor tissues, compared with control treatment with IgG (Fig. 6g, h), verifying the reversal of Mϕ–mediated immune suppression in GBM.

**Fig. 6:**
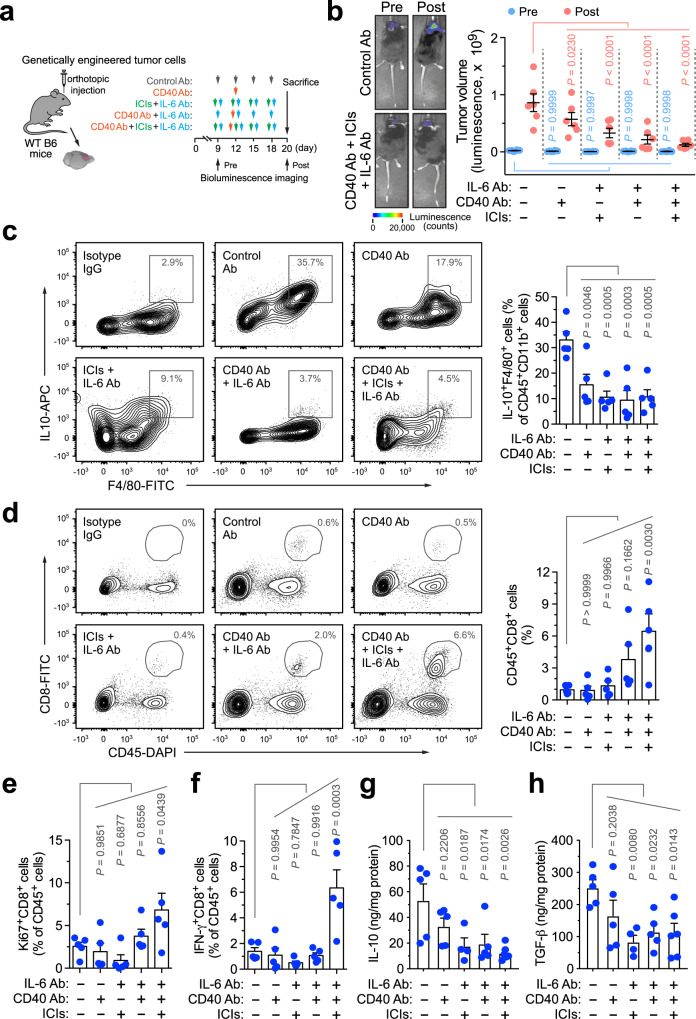
IL-6 neutralization and CD40 stimulation plus immune checkpoint blockade synergistically reverses Mϕ-mediated immune suppression and activates GBM-associated T cells. GBM was induced in mice, followed by different treatment and endpoint analyses. **a** Experimental procedure. **b** Tumor volume was analyzed pre- and post treatment by bioluminescence imaging. Left, representative images. Right, quantified results (*n* = 6 mice, mean ± SEM). Statistical analysis by two-way ANOVA with Dunnett’s test. **c**–**f** Tumor-derived single-cell suspensions were analyzed by flow cytometry. **c**, **d** Cells were probed with **c**, anti-F4/80 and anti-IL-10, or **d** anti-CD45 and anti-CD8 antibodies. Left, representative sortings. Right, quantified results (*n* = 5 mice, mean ± SEM). Statistical analysis by one-way ANOVA with Dunnett’s test. **e**, **f** Cells were probed with **e** anti-CD8 and anti-Ki67, or **f** anti-CD8 and anti-IFN-γ antibodies. Quantified results are shown (*n* = 5 mice, mean ± SEM). Statistical analysis by one-way ANOVA with Dunnett’s test. **g**, **h** Tumor lysates were subjected to **g** IL-10 and **h** TGF-β ELISA analysis (mean ± SEM, *n* = 4 mice for ICI plus IL-6 Ab treatment group, *n* = 6 mice for ICIs, CD40 Ab, plus IL-6 Ab treatment group, and *n* = 5 mice for other groups). Statistical analysis by one-way ANOVA with Dunnett’s test. Source data are provided as a Source data file.

In a parallel study with the GL261 GBM model (Supplementary Fig. 6a), triple treatment similarly decreased the populations of IL-10^+^F4/80^+^ Mϕs (Supplementary Fig. 6b), enhanced the infiltration of CD45^+^CD8^+^ T cells into the tumors (Supplementary Fig. 6c), and increased the populations of CD45^+^CD8^+^IFN-γ^+^ active T cells (Supplementary Fig. 6d). Taken together, our data suggests that combination therapy with dual-targeting IL-6 and CD40 with checkpoint blockade robustly reverses Mϕ-mediated immune suppression, leading to T-cell infiltration and activation in GBM.

### High IL-6 expression and low CD40 expression correlate with poor survival in human patients with GBM

We finally analyzed The Cancer Genome Atlas (TCGA) data sets to investigate the role of IL-6 and CD40 in human patients with GBM or glioma. In accordance with our results showing (1) IL-6 stimulated CD40 expression in Mϕs in vitro (Fig. 3g, h) and (2) IL-6 knockout or inhibition reduced CD40 expression in tumor-associated Mϕs in mice (Fig. 3i, j), linear regression analysis of gene expression in TCGA data revealed that IL-6 expression correlated with CD40 expression in patients with both GBM and glioma (Fig. 7a). Consistent with the pro-inflammatory role of IL-6 in GBM, CD40 expression also correlated with expression of pro-inflammatory cytokines including TNF-α, IL-1α, and IL-1β (Supplementary Fig. 7a). In contrast, expression of IL-4, another important cytokine that regulates Mϕ and T-cell functions similar to IL-6, did not correlate with CD40 expression in patients with GBM or all grades of glioma (Fig. 7b). Furthermore, clinical overall survival data suggested that high IL-6 expression was associated with poor survival in patients with GBM (Fig. 7c and Supplementary Fig. 7b), whereas CD40 expression was not a prognostic factor in survival rates of GBM patients (Fig. 7c and Supplementary Fig. 7b). Interestingly, those GBM patients with higher IL-6 expression and lower CD40 expression exhibited worst overall survival (Fig. 7d and Supplementary Fig. 7b). These clinical data together support our experimental results showing that IL-6 controls CD40 expression in GBM-associated Mϕs, and that IL-6 and CD40 critically regulates tumor immunity and determine pathological outcomes.

**Fig. 7:**
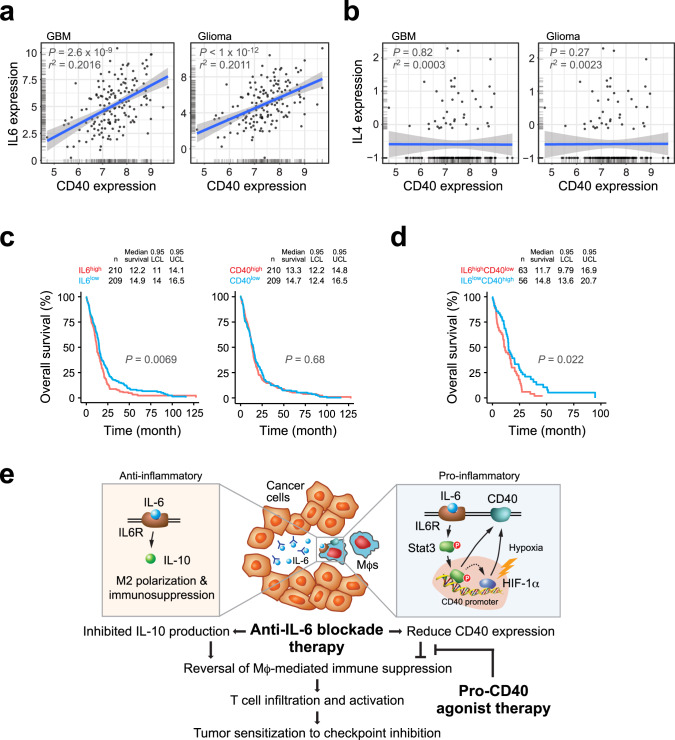
High IL-6 expression and low CD40 expression correlate with poor survival in human GBM patients. **a**, **b** Correlation of CD40 expression with **a** IL-6 and **b** IL-4 expression was subjected to linear regression analyses using GlioVis/TCGA GBM-RNA-seq (*n* = 160 patients) and low-grade glioma (*n* = 513 patients) data sets. Statistical analysis by linear regression analysis. **c**, **d** Correlation of IL-6 and CD40 expression (high/low cutoff of 40%) with overall survival was analyzed using TCGA-Firehose data set. Statistical analysis by two-sided log-rank test. **e** A schematic model. IL-6 induces anti-inflammatory and pro-inflammatory functions in Mϕs, through IL-10 and CD40 expression, respectively. Combination therapy by anti-IL-6 neutralization and CD40 activation reverses Mϕ-mediated tumor immunosuppression and promotes T-cell infiltration and activation, sensitizing tumor to checkpoint inhibition treatment.

In sum, our work uncovers a complex role for IL-6 in regulation of tumor immunity (Fig. 7e): IL-6 induces alternative Mϕ polarization and anti-inflammatory immune suppression, whereas it stimulates pro-inflammatory CD40 expression via Stat3/HIF-1α in GBM. As such, anti-IL-6 monotherapy fails to induce a robust anti-tumor activity and to overcome GBM resistance to checkpoint blockade, likely due to reduced co-stimulatory CD40 signal and insufficient T-cell infiltration and activation. Based on these results, we develop dual-targeting anti-IL-6 and pro-CD40 strategy to activate tumor immunity, sensitizing tumor to T-cell-based immunotherapies including checkpoint blockade.

## Discussion

Activation of tumor-associated T cells by immune checkpoint blockade has been one of the most successful immunotherapy approaches for various solid tumors^33,34^; however, checkpoint inhibitors have been largely ineffective in treating immunologically cold tumors including GBM^4,35^. As such, the PD-1 inhibitor nivolumab and CTLA-4 inhibitor ipilimumab have shown little or no overall survival benefits in recent GBM clinical trials, mainly due to the lack or paucity of T-cell infiltrates in the immunosuppressive microenvironment^22,23^. Here we develop a dual-targeting anti-IL-6 and pro-CD40 strategy to reverse Mϕ-mediated tumor immunosuppression and to overcome primary tumor resistance to immune checkpoint blockade in GBM.

Tumor-associated Mϕs, accounting for more than half of the immune cell population in GBM, induce a wide variety of immunosuppressive functions^20,36,37^. Growing evidence suggests that tumor Mϕs are an attractive target in GBM immunotherapy, in particular for improving checkpoint blockade treatment^38–43^. IL-6, albeit initially recognized as a pro-inflammatory cytokine^28,44^, has recently been shown to stimulate alternative Mϕ activation, a well-known process associated with anti-inflammatory immunosuppressive functions, in diabetic and obesity conditions^26,27^. Consistent with previous work showing that tumor stroma secretes IL-6 to inhibit anti-tumor immunity^45^, our recent study revealed that tumor vascular niche-derived IL-6 induces alternative Mϕ activation^21^. Here, our study demonstrates that IL-6 blockade partially reverses tumor immunosuppression and stimulates T-cell infiltration into GBM tumors. Importantly, our work by unbiased transcriptome analysis validates that IL-6 drives alternative Mϕ activation and expression of immunosuppressive IL-10, mediated through a genetic reprogramming process that is distinct from the mechanism induced by IL-4, a well-known inducer of alternative Mϕ activation^17,46^. Furthermore, recent work shows that IL-6 contributes to systemic dysfunction of dendritic cells in pancreatic cancer, suggesting additional benefits of anti-IL-6 therapy^47^. However, our work shows that anti-IL-6 therapy alone has only modest efficacy and does not synergize with checkpoint inhibitors, suggesting that anti-IL-6 monotherapy may not fully reverse Mϕ-mediated immunosuppression to activate anti-tumor immunity. Similarly, a recent study shows that anti-IL-6 therapy induces a similar therapeutic benefit but the anti-tumor activity is additive with PD-1 inhibition, due to a checkpoint inhibition-sensitive murine GBM model used in the study^32^. In fact, anti-IL-6 monotherapy in clinics does not exert robust therapeutic benefits in multiple types of cancers^48–50^. Our further work identifies a role of CD40 for tumor resistance to anti-IL-6 and checkpoint blockade treatments.

CD40, a member of the TNF receptor family, is a co-stimulatory protein that plays a crucial role in pro-inflammatory immune activation of antigen-presenting cells such as dendritic cells and Mϕs in cancer^24,51–53^. Previous studies show that CD40 stimulation activates tumor-associated Mϕs or T cells and inhibits tumor progression in melanoma, lymphoma, and pancreatic carcinoma^54–56^. Likewise, CD40 agonist therapy reprograms the tumor microenvironment and sensitizes the tumor to checkpoint blockade treatment in breast and pancreatic cancers, and osteosarcoma^57–59^. However, consistent with recent reports showing that antibody-based CD40 activation monotherapy only slightly affects animal survival in syngeneic mouse GBM models, particularly in GL261 models^60,61^, our study indicates that CD40 antibody treatment alone has no therapeutic efficacy and also fails to sensitize checkpoint blockade therapy in our genetically engineered GBM model, implicating that multiple mechanisms for Mϕ activation exist in GBM. Notably, our RNA-seq data identified a complex role of IL-6 in regulating Mϕ activity, including both pro-inflammatory (stimulation of CD40 expression) and anti-inflammatory (induction of alternative Mϕ activation and immunosuppression) functions, which led us to explore dual-targeting anti-IL-6 and pro-CD40 therapy to maximally activate Mϕ-mediated anti-tumor immunity. Our data show that this dual-targeting strategy substantially reverses Mϕ-mediated tumor immunosuppression and induces infiltration of CD8^+^ T cells into the tumors. Consistent with these findings, a recent study shows that blockade of IL-6 receptor and activation of CD40 by adenovirus-based gene therapy markedly prolongs animal survival and inhibits the expression of immunosuppressive cytokine TGF-β in pancreatic cancer^62^. Strikingly, our work further shows that this dual-targeting anti-IL-6 and pro-CD40 strategy overcomes GBM resistance to checkpoint blockade therapy, likely due to a shift of tumor immune status from immunologically cold to hot. We expect that optimization of the dose and timing of this dual-targeting therapy will further enhance therapeutic efficacy in GBM.

IL-6 is a pleiotropic cytokine that regulates immune and inflammatory responses mainly through inducing activation of Jak/STAT-3 and Ras/Erk/C/EBP pathways in immune cells^28,29^. Our work uncovers that IL-6 induces CD40 expression via Stat3 in Mϕs. Previous work shows that engagement of CD40 induces Jak/Stat3 phosphorylation and activation^63^, implicating an IL-6-inducible positive feedback loop that activates Stat3/CD40 signals in Mϕs. Furthermore, we also identify that HIF-1α, a master regulator of hypoxia-induced cell responses, is critical for IL-6-induced CD40 expression in Mϕs under hypoxia, as both Stat3 and HIF-1α bind to CD40 promoter upon IL-6 stimulation. Interestingly, it is well known that hypoxia induces Stat3 activation, and that Stat3 stabilizes HIF-1α via protein–protein interaction^64–66^, suggesting that IL-6 activates Stat3 to activate HIF-1α and further enhance CD40 expression in Mϕs under hypoxia. These results illustrate a hypoxia-inducible mechanism by which IL-6 induces pro-inflammatory CD40 expression through Stat3 and HIF-1α, in addition to the role for IL-6 in anti-inflammatory alternative Mϕ activation and tumor immunosuppression. Our work shows that hypoxia enhances IL-6-mediated CD40 expression in tumor Mϕs, implicating that cancer therapy by modulation of tumor metabolism or normalization of blood vessels to relieve tumor hypoxia may need additional CD40 agonist treatment to stimulate anti-tumor immunity.

In summary, our work unravels an IL-6-regulated cellular mechanism that controls Mϕ-mediated tumor immunity through IL-10 and Stat3/HIF-1α/CD40 expression. Our findings suggest that dual-targeting IL-6 and CD40 may offer exciting opportunities for reversing Mϕ-mediated tumor immunosuppression and improving T-cell-based immunotherapy against GBM. This dual-targeting treatment may serve as an adjuvant therapy after standard of care, including surgery and radiochemotherapy, which reduce tumor burden and induce immunogenic cell death in GBM. Of note, our work shows that dual-targeting IL-6 and CD40 plus ICIs completely eradicate GL261 tumors in all treated mice, suggesting that cocktail immunotherapy combining ICIs with neutralizing antibodies against IL-6 or IL-6 receptor, such as tocilizumab or sarilumab, and anti-CD40 agonist antibodies, such as APX005M, may act as an effective therapeutic approach for GBM, and possibly for other immunologically cold tumors, such as pancreatic, ovarian, and prostate cancers, which are characterized by a prominent infiltration of immunosuppressive Mϕs.

## Methods

### Human monocyte isolation and treatment

Primary human monocytes were provided by Human Immunology Core at the University of Pennsylvania. Peripheral blood mononuclear cells were collected from healthy human volunteer donors and monocytes were isolated following leukapheresis by negative selection. All specimens were collected under a University of Pennsylvania Institutional Review Board-approved protocol and written informed consent was obtained from each donor. We have complied with all relevant ethical regulations for work with human participants. Cells were incubated in RPMI-1640 medium supplemented with 5% fetal bovine serum (FBS) and treated with 10 ng/ml human CSF-1 (BioLegend, 574806) and 100 ng/ml human IL-6 (BioLegend, 570808).

### Mice

WT mice on the C57BL/6J background were obtained from Jackson Lab. *Cdh5-Cre*^ERT2^;*Il6*^fl/fl^ mice were generated by crossing *Il6*^fl/fl^ mice with *Cdh5-Cre*^ERT2^ mice^67^. Mice (2 weeks old) were intraperitoneally injected with 0.1 ml of 5 mg/ml tamoxifen daily for consecutive 5 days. All animals were housed at room temperature with a 12 h-light/12 h-dark cycle in the Association for the Assessment and Accreditation of Laboratory Animal Care-accredited animal facility of the University of Pennsylvania. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committees at the University of Pennsylvania. We have complied with all relevant ethical regulations for animal testing and research.

### Mouse BMDM isolation and treatment

Mouse BM-derived macrophages (BMDMs) were isolated^21^. Freshly isolated femur and tibia from WT C57BL/6 mice were flushed with RPMI-1640 medium (Life Technologies). Cells were collected and passed through a 40 μm strainer. Red cells were depleted with ACK lysis buffer (Thermo Fisher). BM cells were cultured in RPMI-1640 medium supplemented with 5% FBS (Life Technologies). Cells were incubated with 10 ng/ml mouse CSF-1 (Biolegend, 576404) for 3 days, to induce macrophage differentiation, followed by treatment with 10 ng/ml mouse CSF-1 in the presence or absence of 100 ng/ml mouse IL-4 (Biolegend, 574306) or IL-6 (Biolegend, 575708) for 4 days.

### RNA-seq analysis

Treated BMDM were lysed in TRIzol (Thermo Fisher) and RNA was extracted according to the manufacturer’s instructions, followed by RNA purification using an RNeasy Plus Mini Kit (Qiagen). DNA library was constructed with a TruSeq mRNA Stranded Kit (Illumina). The RNA from each step and library DNA quality were analyzed with RNA Nano assay chips, RNA Pico assay chips, and DNA Nano assay chips using a 2100 bioanalyzer (Agilent). Library was subjected to next-generation sequencing analysis in a high-throughput sequencing center with a HiSeq2500 at the Children’s Hospital of Philadelphia/Beijing Genomics Institute core facility. The sequences were aligned to the GRCm38 reference genome using RNA-Star (v2.4.2a; https://github.com/alexdobin/STAR). The gene expression was normalized and calculated as FPKM values by Cufflinks (v2.2.1) (http://cole-trapnell-lab.github.io/cufflinks/releases/v2.2.1/) with Gencode M5 gene annotations (https://www.gencodegenes.org/mouse/release_M5.html).

### GBM tumor induction and treatment

A genetically engineered mouse GBM model was induced^68^. Briefly, chicken DF-1 fibroblasts (American Type Culture Collection) were transfected with RCAS-PDGF-B and RCAS-Cre plasmids, followed by orthotopically injecting into *Ntv-a*;*Ink4a-Arf*^−/−^;*Pten*^fl/fl^;*LSL-Luc* mice. Tumors were freshly isolated and subjected to mechanical dissociation with a gentleMACS Dissociator (Miltenyi). Enzymatic digestion with collagenase II and dispase II were performed to obtain single-cell suspensions, followed by culture in mouse stem cell medium (Stemcell Technologies) for collecting tumor spheres. Eight-week old *Cdh5-Cre*^ERT2^;*Il6*^fl/fl^ or WT C67BL/6 mice (half male and half female) were stereotactically injected with 3 × 10^5^ GBM tumor cells. For the syngeneic GBM model, 2 × 10^5^ GL261 glioma cells were orthotopically injected into 8-week-old WT C57/B6 mice (half male and half female). Tumor-bearing mice were intraperitoneally treated with anti-PD-1 (200 μg/mouse, BioXcell, BE0146), anti-CTLA-4 (200 μg/mouse, BioXcell, BE0131), CD40 (100 μg/mouse, BioXcell, BE0016-2), or anti-IL-6 (200 μg/mouse, BioXcell, BE0046) antibody or control rat IgG (BioXcell, BE0090), respectively. Tumor volume was monitored by whole-body bioluminescence using an IVIS 200 Spectrum Imaging System after retro-orbital injection of luciferin (150 mg/kg, GoldBio). Post-injection survival was monitored for 50 days. Mice were killed when exhibiting severe GBM symptoms including domehead, hemiparesis, or >20% of body weight loss.

### Mass cytometer (CyTOF)

Single-cell suspensions derived from freshly isolated tumors were prepared by mechanical dissociation with a gentleMACS Dissociator (Miltenyi Biotech) and enzymatic digestion with collagenase II and dispase II. Cells were incubated with 25 μM cisplatin, followed by staining at room temperature for 30 min with heavy metal-conjugated antibodies provided by CyTOF core at the Penn Institute for Immunology. Cells were fixed with 1.6% paraformaldehyde and stained with Cell-ID Intercalator-Ir (Fluidigm) and analyzed using a CyTOF mass cytometer (Fluidigm), followed by analysis with Cytobank software (7.3.0).

### Flow cytometry

Single-cell suspensions derived from tumors were stained with fluorescence dye-conjugated antibodies against CD3 (1 : 100, BioLegend, 100233), CD11b (1 : 200, BioLegend, 101228), CD11b (1 : 200, eBioscience, 69-0112-80), CD11c (1 : 200, eBioscience, 17-0114-81), MHCII (1 : 100, eBioscience, 47-5321-80), CD45 (1 : 200, eBioscience, 48-0451-82), B220 (1 : 100, eBioscience, 47-0452-80), Gr1 (1 : 200, BioLegend, 108415), CD8a (1 : 100, BioLegend, 100706), IFN-g (1 : 100, BioLegend, 505808), Ki67 (1 : 100, BioLegend, 652405), IL-10 (1 : 100, BioLegend, 505009), CD40 (1 : 100, BioLegend, 124621), NK1.1 (1 : 100, BioLegend, 108707), CD4 (1 : 100, BioLegend, 100540), Ly6G (1 : 200, BioLegend, 127615), Ly6C (1 : 200, BioLegend, 128005), CD69 (1 : 200, BioLegend, 104511), F4/80 (1 : 200, BioLegend, 123107), CD206 (1 : 100, BioLegend, 141710), CD40 (1 : 100, BioLegend, 124611), or control IgG. Cells were analyzed using Accuri C6 (BD Biosciences) and FACSCanto II flow cytometers (BD Biosciences) and FlowJo software (V9).

### Enzyme-linked immunosorbent assay

Mouse tumor tissues were homogenized with extraction buffer. The supernatant was analyzed using mouse IL-10 (Biolegend, 431417) or TGF-β ELISA kits (Biolegend, 433007) according to the manufacturer’s instructions.

### Isolation of tumor-associated myeloid cells

Single-cell suspensions derived from tumors were incubated with anti-CD11b antibody- conjugated microbeads (1 : 100, Miltenyi Biotech, 130-049-601) for 15 min at 4 °C and separated by magnetic-activated cell sorting (MS) column with a separator. The eluted cells were cultured in RPMI-1640 medium with 10% FBS.

### siRNA treatment

Human monocytes were transfected with siRNAs targeting HIF-1α (Thermo Fisher, 42840), Stat3 (Life Technologies, 4390824), nuclear factor-κB (NF-κB) (Thermo Fisher, 106835), or control siRNA (Qiagen, 1027280) using Amaxa 4D-Nucleofector (Lonza) with program EA-100.

### Chromatin immunoprecipitation

ChIP assays were performed using a Magna ChIP kit (Millipore, MAGNA0001)^69,70^. In brief, treated human monocytes/macrophages (10^7^ cells cultured in 15 cm dishes) were crosslinked with 1% formaldehyde for 10 min at room temperature, followed by glycine incubation for 5 min. Nucleic lysis were sonicated for four cycles (each for 8 × 2 s, interval 45 s) using a W-385 sonicator (Heat Systems Ultrasonics). Immunoprecipitation was conducted using 20 μg anti-Stat3 (Cell Signaling, 12640) or anti-HIF-1α (Cell Signaling, 14179) antibody, or 20 μg anti-rabbit IgG (Santa Cruz, sc-2027) with protein A-conjugated beads. Inputs, acquired from 1% sheared DNA, and immunoprecipitants were reverse-crosslinked and purified. The primers pairs for CD40 promoter used in ChIP–quantitative reverse-transcriptase PCR are listed as follows: Primer #1: forward primer (FP), 5′-agtcttgctctgccttcgag-3′, reverse primer (RP), 5′-cgcctgtaatccagcacttt-3′; Primer #2: FP, 5′-aacgccactacatccggtta-3′, RP, 5′-cgtctcaacttcccatccat-3′; Primer #3: FP, 5′-ggccccactcttaataaatgc-3′, RP, 5′-acaccaccacgcagaaaac-3′; Primer #4: FP, 5′-atggatgggaagttgagacg-3′, RP, 5′-aggagctagcctgcttcctg-3′; Primer #5: FP, 5′-cggttctgccaggataccta-3′, RP, 5′-taattcccccgggagtttag-3′; and Primer #6: FP, 5′-gtcgcaggaagcaggcta-3′, RP, 5′- cgaggcctctgctgactc-3′.

### Immunoblotting

Cells were lysed with an NP-40 buffer containing protease inhibitor cocktail (Roche, 11697498001). Protein (20 μg) was resolved by 4–15% SDS-polyacrylamide gel electrophoresis (Bio-Rad). After transfer, polyvinylidene difluoride membranes were blotted with anti-HIF-1α (1 : 1000, Cell Signaling, 14179), anti-Stat3 (1 : 1000, Cell Signaling, 12640), anti-NF-κB (1 : 1000, Cell Signaling, 4882), anti-CD40 (1 : 1000, Cell Signaling, 86165), or anti-GAPDH (1 : 3000, Cell Signaling, 5174) antibody overnight at 4 °C. Proteins were detected with goat anti-rabbit or anti-mouse IgG-HRP conjugate (1 : 5000, Bio-Rad, 1706515 or 1706516), followed by ECL development (GE Healthcare, RPN2232). Full scan images of blots are available as a Source data file.

### Statistical analysis

All grouped data were presented as box plot in figures. Statistical analysis was performed using Student’s *t*-test or analysis of variance for experiments with two groups or more than two groups, respectively. Kaplan–Meier survival curves were generated using Prism software and log-rank test was performed to assess statistical significance between groups in mouse experiments. The survival analysis of TCGA (Glioblastoma, Firehose Legacy) and GlioVis data sets was conducted using R software (Version 3.6.3). A two-sided *P*-value < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (GSE151213). Gene expression and survival data of glioma patients were obtained from TCGA (https://portal.gdc.cancer.gov) and GlioVis (http://gliovis.bioinfo.cnio.es/). The remaining data are available within the Article, Supplementary Information, or available from the authors upon request. Source data are provided with this paper.

## Source data

Source data_raw data

How the deposited data were processed for this re-analysis (not part of the article)

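RNA-seq of mouse bone marrow-derived Mϕs was re-analysed from the table of values that the authors deposited. It holds 9 libraries, 3 each of control, IL-4- and IL-6-treated Mϕs, and the same 3 replicate numbers mark the mice in each condition. Flow cytometry, immunoblots, ChIP and the mouse experiments have no values in the table and were left out.

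The values that the authors deposited are FPKM. The methods name STAR 2.4.2a for alignment to GRCm38 and Cufflinks 2.2.1 with the GENCODE M5 annotation. The 53379 gene identifiers were compared with the GENCODE M21 annotation, and 50604 matched with their version (94.8%). FPKM steps were tested against the exon lengths of M21: of 183346 values above 0 in matched genes, 100.0% were whole fragments within 0.05. The steps thus follow whole fragments over the union of a gene's exons, and each library's total was read from them, from 29988160 to 39909571. Steps of whole fragments are what a read counter gives, while Cufflinks estimates abundances, and the M5 annotation was not compared, so the program and annotation that made the table are not settled. A filter by the authors on reads or genes is not stated, and 22332 genes are at 0 in all 9 libraries. A value of 3 fragments or fewer was taken as the floor, which covers counting error only.

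FPKM were transformed as log2(FPKM + 0.1). The 12824 genes with a mean FPKM of at least 0.5 over the 9 libraries were fitted with limma 3.58.1 in R 4.3.3, with 3 groups in one linear model, the trend and robust options of eBayes, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds drawn in Fig. 3b. All adjusted p-values of genes in the text come from this limma test unless an alternative is named, and log2 fold changes are on the log2(FPKM + 0.1) scale. Genes named by the paper that fall below the filter were taken from the same fit without it. Single genes also have a two-sided exact permutation test of 3 libraries against 3, whose smallest p is 0.1. The variance between groups was tested over all 280 partitions of the libraries. Folds and percentages of control are ratios of mean FPKM, and errors are SD over 3 libraries. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

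The design, the gene lists and the first group of alternatives were fixed before the data were examined. The genes named are those drawn in Fig. 3d, Fig. 3g and Fig. 4a, and, for each cytokine against control, the 3 largest rises and 3 largest falls among called genes whose treated libraries all lie on one side of the control libraries. Socs3, Il4ra, Il6ra and Il6st are named as checks of the treatments. A gene whose log2 fold change is smaller than its standard error was given no direction, so a change of sign there was not counted as reversed unless the alternative passed the threshold. Lists of HIF-1 targets, STAT3 targets, IL-4-responsive, inflammatory monocyte, granulocyte and cell cycle genes were tested with limma's camera with the correlation between genes estimated, over 12 list tests. The alternatives were camera with the preset correlation of 0.01 and fry.

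The alternatives fixed beforehand were a pseudocount of 1 or 0.01, no filter or a mean FPKM of at least 5, rescaling each library by its median ratio, quantile normalization, fitting only the groups compared, the mouse number as a block, no moderation of the variance, an adjusted p under 0.05 alone, genes scaled to unit variance for the variance between groups, and leaving out each library. Chosen after seeing the data were the set of libraries as a term, removal of each library's trend on gene length and GC content (splines with 5 degrees of freedom), limma voom on the recovered fragments, and the mean of same-mouse ratios for folds. The set of libraries was defined by fragments of intestinal genes, 20 or more against fewer. Lists of Paneth and goblet cell, enterocyte and skeletal muscle genes were written after that division had been seen, and marked for whether a gene's values had been looked at.

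Whether the mouse numbers pair the libraries was checked by correlating deviations from the group means over the tested genes. The 3 mice had r of 0.521, −0.415 and 0.0777 between control and IL-4, 0.408, 0.201 and 0.166 between control and IL-6, and 0.281, −0.0612 and 0.153 between IL-4 and IL-6. The pairing itself rests on the labels, which give the same mouse numbers in each condition.

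The fit was tested on simulated data, drawn for 12619 genes with 200 changed in the IL-6 group. It recovered 198 of them (99%), with 7 false calls for IL-6 and 0 calls for IL-4. With the set as a term it recovered 151 (75.5%), with 20 false calls for IL-6 and 13 calls for IL-4. The value that shared control libraries give without any change was simulated in 100 draws. A simulation at the residual SD of each gene was added after the results were seen. It asked how many genes called between IL-6 and control the fit with the set term would call without any set. The answer was from 120 to 189 of 690. Without the term, the fit called a median of 547 of the 690 in that simulation.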

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

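The tests of depth, dissection and response on the division of the libraries, and the fits with the set as a term, were chosen only after the results were seen; the tests on unseen marker genes, length and GC content, and shared sequence were written down before their results.

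Among genes the paper does not discuss, the largest rises above the control libraries were those of Retnla and Rnase2a with IL-4 (log2 fold changes of 11.69 and 11.12) and of Saa3, Ccl8 and Cd38 with IL-6 (11.25, 7.73 and 6.87). Retnla reached 15866 ± 7459 FPKM with IL-4 against 4.56 ± 1.58 in control (SD, n = 3), Saa3 2125 ± 221 with IL-6 against 0.780 ± 0.173, and Cd38 159.9 ± 18.2 against 1.28 ± 0.276. Ccl8 also rose with IL-4, by 5.77, and the control libraries held 1, 5 and 17 fragments of it. With the set of libraries as a term, the lowest log2 fold change of these 5 genes was 6.95 (Cd38), and with the trend on length and GC content removed it was 6.68 (Cd38). That of Saa3 went from 11.25 to 7.02 with the term, since IL-4 #1 held 15 fragments and IL-4 #2 and #3 388 and 513. At most 3.57% of the 50-base stretches of any of the 5 (Saa3) occur in transcripts of other genes. These technical explanations are thus excluded as the whole cause. A response to the cytokines, which the design gives, may account for the rises; it is a hypothesis here, and Retnla and Saa3 are members of the lists of IL-4-responsive genes and STAT3 targets written beforehand.

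Transcripts foreign to Mϕs were the other signal: 18 genes had at least 20 fragments in each of Control #1 to #3 and IL-4 #1 and at most 2 in every other library, and 9 genes had the reverse. None of the other ways to divide the 9 libraries into 4 and 5 (126 in all) gave such a gene. Over all 14 Paneth and goblet cell genes the 4 libraries held 26.8 to 39.5 per 1000000 fragments, every gene higher in all 4. Over 4 of these genes not looked at before, the lowest of the 4 libraries had 1.49 per 1000000 fragments and the highest of the 5 had 0.0287. This is consistent with small amounts of reads from other samples in 2 sets of libraries. The 12 enterocyte genes together did not divide the libraries (479.7 to 1343 per 1000000 fragments, exact permutation test, p = 0.23), and the 6 of them not looked at before did not either (p = 0.238), a total to which Anpep, expressed by Mϕs, belongs. The 6 looked at before did, by a small margin: the lowest of the 4 libraries had 0.513 and the highest of the 5 had 0.373 (exact permutation test, p = 0.00794). For muscle, 18 genes gave 21.9 to 35.4 per 1000000 in the 5 libraries and 4.07 to 13.1 in the 4. Over the 11 muscle genes not looked at before, the lowest of the 5 libraries had 7.82 against a highest of 11.5 in the 4. This sum decides nothing because the control libraries express Tnni2 at 4.34 to 6.97 FPKM. Taken gene by gene, 4 of the 11 were higher in each of the 5 libraries than in any of the 4, and 0 the other way.

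Other explanations were weighed for this division. Tissue carried over at dissection would put the libraries of a mouse on one side, but the lowest control library had 30.7 per 1000000 fragments from the intestinal genes and the IL-6 libraries of the same mice at most 0.245. A response to the cytokine would put IL-4 libraries together, but IL-4 #1 had 26.8 and IL-4 #2 and #3 0.0990 and 0.125. A difference in depth is also argued against, since the 5 libraries held at least 30307055 fragments. What separated the sets (a pool, a lane, a day) is not stated in the paper, and no biological explanation was tested beyond the cytokine.

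The sets matter for IL-6 against control. The 18 tested genes of this kind had a median log2 fold change of 5.17 in size there, which fell to 0.271 with the set as a term. That fall decides nothing about their cause, because the genes were chosen by the set and the term is estimated from it. They include the 3 largest falls with IL-6, Defa30 (−7.20), Defa24 (−7.00) and Pla2g2a (−6.77), which had −0.42, −0.16 and −0.33 with the term. Defa30 and Defa24 also share sequence (52.4% of the 50-base stretches of Defa30). With the term 187 genes passed. The simulated data, with at most 20 false calls, held no set and no library like IL-4 #3. They therefore do not bound the false calls of this fit. Socs3 argues against the set as the cause of every call. Its mean in the IL-6 libraries was 32.2 times that of IL-4 #2 and #3 of the same set. IL-4 #1 had 1.18 times the control mean of its set. Of the 690 genes called without the term, 161 (23.3%) were called with it, 689 kept their sign and 587 a log2 fold change of at least 1 in size. In a simulation without any set, in which these genes kept their means and each gene its residual SD, the fit with the term called from 120 to 189 of them over 100 draws. A loss of power alone can therefore give so few calls, and for genes that passed only without the term the fit does not decide between the set and the cytokine. This simulation was run after the results were seen.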

How the results depend on the processing

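The set of libraries as a term, the removal of length and GC trends, voom and the same-mouse ratios were chosen only after the results were seen; the other alternatives were fixed before the data were examined.

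The counts of called genes were 1784 (IL-4 against control), 690 (IL-6 against control) and 2613 (IL-6 against IL-4). They moved by over 1.5 times in these cases. With a mean FPKM of at least 5, which tests 6559 genes, they were 847, 306 and 1219. With an adjusted p under 0.05 alone they were 3186, 1077 and 4375, since the limit on the fold change is dropped. With the set of libraries as a term, IL-4 against control had 1111 and IL-6 against control 187, and 2432 genes had an unadjusted p under 0.05 in the latter. For IL-6 against control, 387 genes passed without Control #3, 445 without Control #2, 424 without IL-6 #2 and 408 without IL-6 #3. No other fit that left out a library moved a count so far: 1001 genes passed between IL-6 and control without IL-4 #3, including all 690, and the ranges were 1450 to 2150 for IL-4 against control and 2124 to 3274 for IL-6 against IL-4.

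The share of higher genes depends on the scaling for the comparisons that involve IL-4. For IL-4 against control 644 were higher and 1140 lower; median-ratio rescaling gave 834 and 874, quantile normalization 824 and 849, and the trend removal 840 and 917. For IL-6 against IL-4 the split of 1738 and 875 became 1398 and 1165, 1305 and 1260, and 1344 and 1231. For IL-6 against control the split of 447 and 243 became 147 and 40 with the set term. Without IL-4 #3 the IL-4 split was 855 and 1025.

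The mouse number as a replicate block gave 1788, 656 and 2734 genes. It changed 1 call among the genes of Fig. 3d, Fig. 3g and Fig. 4a, that of Etv5 with IL-6 (adjusted p = 0.0971 in place of 0.0498, over a range of 0.00375 to 0.184 when libraries were left out), and no list call.

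The Pearson r of 0.0731 between the fold changes of IL-4 and IL-6 turned to −0.0246 with a mean FPKM of at least 5. It reached 0.167 without IL-4 #3. All lay below the simulated 0.455, which holds for groups without change and is no reference for groups that do change. The variance between groups stayed between 55.2% and 76.2%.

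For Fig. 3g, Cd40 with IL-4 had a log2 fold change of 0.84 with a pseudocount of 1 and 1.08 with the set term (adjusted p = 0.0581), and 0.89 to 1.22 when libraries were left out. Cd40 with IL-6 had 0.98 with a pseudocount of 1, 1.27 with the set term (adjusted p = 0.158) and 1.12 to 1.33 when libraries were left out. A larger pseudocount shrinks the change of genes this low by construction, and the set term widens the standard error. Tnfrsf1b with IL-4 had −0.82 with median-ratio rescaling, −1.02 with only the groups compared (adjusted p = 0.055), −0.64 with the set term, −0.83 with the trends removed and −1.21 to −0.74 when libraries were left out. Tnfrsf1b in IL-6 against IL-4 had 0.84 with median-ratio rescaling, 0.89 with the trends removed and 0.77 to 1.23. The cause was not tested. Among the fits that left out a library, Cd40 with IL-4 lost its call without Control #2 (0.99) or IL-4 #3 (0.89), and Tnfrsf1b with IL-4 without Control #1 (−0.95, adjusted p = 0.0506) or IL-4 #3 (−0.74). Tnfrsf1b in IL-6 against IL-4 lost it without IL-4 #3 (0.77).

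The lists of IL-4-responsive genes with IL-4 and of monocyte genes with IL-6 kept their call under every alternative tried for the lists, which did not include fitting only the groups compared or no moderation. HIF-1 and STAT3 targets with IL-6 did so under those of them fixed beforehand, but had medians of 0.83 and 1.46 with the set term (adjusted p = 0.176 and 0.109). The fry test also called these 4 lists. The camera test with the preset correlation called 3 lists more: granulocyte genes with IL-4 (−1.55, adjusted p = 3.99e-06), cell cycle genes with IL-4 (0.61, adjusted p = 3.52e-05) and granulocyte genes with IL-6 (0.43, adjusted p = 0.0136). Of these 3, fry called only granulocyte genes with IL-4 (−1.55, adjusted p = 0.000673).

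Of 906 values of single genes under alternatives fixed beforehand, other than leaving out a library, 870 kept their direction and side of the threshold, 26 were weaker and 10 stronger. Of 945 with a library left out, 884 did so, 52 were weaker and 9 stronger. Of 315 under the alternatives added later, 286 did so, 23 were weaker, 5 stronger and 1 reversed. The reversed one is Tgfb2 with IL-4, at −0.14 with the set term (adjusted p = 0.915), which rests on at most 12 fragments per library.

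Il10 with IL-4 lost its call with a pseudocount of 1 (−0.79) and with the set term (−1.49, adjusted p = 0.0706). Mrc1 in IL-6 against IL-4 gained one without IL-4 #3 (−1.22) and with the trends removed (−1.14).

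The calls with IL-6 that leaving out 1 library undid include Hif1a (adjusted p from 0.000117 to 0.087), Stat3 (0.000151 to 0.11), Etv5 (0.00375 to 0.184) and Cebpb (0.00372 to 0.145). Without IL-4 #3, 19 of the 20 transcription factors passed with IL-6 in place of 16, but also 6 with IL-4 in place of 4, and 10 between IL-6 and IL-4 in place of 12. Fosl2 with IL-4 passed with median-ratio rescaling (1.24), quantile normalization (1.25), the trends removed (1.42) and without IL-4 #3 (1.51), in place of 1.05 (adjusted p = 0.0729). Ets2 with IL-4 had an adjusted p of 0.112, which fell to 0.0308, 0.025 and 0.0165 under the first 3 of these.

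Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in each of the 3 comparisons, and no other split gave more than 0. With 10 splits no share under 0.1 can be reached. Of the 10 splits, 4 part all 3 mice, and the others keep libraries of a mouse together.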

Differences from the paper's values

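No test here was chosen to bring a value nearer to the paper's, and the alternatives called added were chosen only after the results were seen.

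The paper's Fig. 3b gives about 1100 genes higher with IL-4, read by eye, against 644. Of the alternatives set before the data were examined, only an adjusted p under 0.05 alone (1096 genes) closed this gap. No filter (864), median-ratio rescaling (834), quantile normalization (824) and leaving out IL-4 #3 (855) narrowed it but stayed short of the paper's count. The others gave at most 691 genes. The trend removal, chosen after seeing the values, gave 840.

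The paper's Fig. 3d gives about 1.4 for the fold of control of Tgfb2 with IL-4, read by eye, against 2.92 with an SD of 3.05. The difference is smaller than that SD, and the control libraries held 1, 5 and 0 fragments. Of the alternatives set before the data were examined, leaving out IL-4 #2 (1.35) closed the gap and leaving out Control #3 (1.95) narrowed it. The mean of same-mouse ratios, chosen after seeing the values, gave 1.19. For Tlr2 with IL-4 the paper's Fig. 3d gives about 0.1, read by eye, against 0.0568, and for F13a1 with IL-4 about 0.1, read by eye, against 0.0217. None of the alternatives closed either gap, but the figure prints 1 decimal, so 0.0568 rounds to its value. Of 70 folds and percentages compared with Fig. 3d, Fig. 3g and Fig. 4a, 66 lay within 1.5 times of the paper's. Beside these 3, Nr2c2 with IL-4 had 0.767 against about 1.2, read by eye, which is less than its SD of 0.619 apart. The mean of same-mouse ratios, tried after seeing the values, lay within 10% of it for 64 of 70.

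The paper states that CD40 was consistently raised by IL-6 and not by IL-4, in mRNA as well as protein. Its own mRNA values of Fig. 3g give 212.6% of control with IL-4 and 239.7% with IL-6, against 214.2% and 239.6% here. The difference is thus from the paper's sentence, if read for mRNA alone, and not from its values. Here Cd40 rose with IL-4 too, by a log2 fold change of 1.05 (adjusted p = 0.0057), and IL-6 and IL-4 were not shown to differ (0.17, adjusted p = 0.493). With a pseudocount of 1 (0.84), or with the set of libraries as a term (1.08, adjusted p = 0.0581), which was chosen after seeing the values, Cd40 did not pass with IL-4, but neither did it with IL-6. Without Control #2 (0.99) or IL-4 #3 (0.89) Cd40 fell under the fold change threshold with IL-4 and passed with IL-6.

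The paper names Il10 and Tgfb2 as induced by IL-6. Their log2 fold changes were 0.59 (adjusted p = 0.402) and 0.19 (adjusted p = 0.714), and neither passed under any alternative. As ratios of mean FPKM they were 1.55 and 2.39 times control, against about 1.6 for both in Fig. 3d, read by eye. The direction is thus the same, and the legend names no test for Fig. 3d. All Tgfb2 values lie below the pseudocount of 0.1, so its log2 fold change could not reach 1 there. Voom gave 1.66 (adjusted p = 0.625). The paper also verified IL-10 by flow cytometry.

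The paper names Mrc1 and Cd86 among the markers that IL-6 raised. They had 0.82 (adjusted p = 0.243) and 0.32 (adjusted p = 0.365), and neither passed the threshold under any alternative. As ratios of mean FPKM they were 1.75 and 1.25 times control, and every IL-6 library lay above every control library. The direction is thus that of the paper, whose legend names no test for Fig. 3d. The adjusted p of Mrc1 was 0.00278 without IL-4 #3 and 0.0367 with the trends removed. The paper also found CD206 raised by flow cytometry.

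The paper lists 20 transcription factors as raised by IL-6 and 5 of them as raised by it alone. Klf7, Etv3, Nr2c2 and Rest did not pass against control (adjusted p = 0.123, 0.144, 0.582 and 0.0624). Klf7 passed with a pseudocount of 1, quantile normalization or only the groups compared. Etv3 passed with only the groups compared. Rest passed with a pseudocount of 1, median-ratio rescaling, quantile normalization or only the groups compared. All 3 also passed with the trends removed, which was chosen after seeing the values, and without IL-4 #3, Rest also without IL-4 #1, and Nr2c2 passed under none. By the ratio of mean FPKM the order of the factors below Hif1a also differed in places, with Nr2c2 ranked 20. The mean of same-mouse ratios, tried after seeing the values, puts all 20 in the order of the figure, with Nr2c2 ranked 15.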

Other observations

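The tests on IL-4 #3 of depth, the test of cell shares, and the test of carry-over on Arg1 were chosen only after the results were seen.

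IL-4 #3 lies apart from IL-4 #1 and #2. The SD of its log2 deviations was 1.06, against 0.339 to 0.741 in the other 8 libraries. Its share of mitochondrial fragments was 0.48% against 1.0% to 1.66%, and it had 21447 genes above 0, the fewest. Transcripts kept in the nucleus were low there: Malat1 had 11.0 FPKM against 33.3 to 160 in the others, Xist 17.0 against 25.9 to 78.0, and 308 intronic genes 25.6 per 1000000 fragments against 50.7 to 103. Neat1 was also lowest, at 47.0 FPKM, but IL-4 #1 had 52.2. With the trends on length and GC content removed, the SD was 0.942 against at most 0.683, so these trends leave most of it. It had the most fragments of all, 39909571, which argues against a lack of depth. The set of libraries is argued against as well, since IL-4 #2 and #3 of one set differed by 1.09 (root mean square log2) and IL-4 #1 and #2 of different sets by 0.536. A stronger or weaker response to IL-4 would move only responding genes, but genes that did not respond in the other libraries deviated with an SD of 1.12 against 1.02 in those that did, with r = −0.142 to the response. A lower share of nuclear RNA is a possible explanation, but no test of it was written before these values were seen. Without IL-4 #3, 1001 genes passed between IL-6 and control in place of 690.

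Genes of inflammatory monocytes rose with IL-6: 8 of 8 were higher, with a median log2 fold change of 2.17 (camera adjusted p = 0.0165). With IL-4, 6 of 8 were lower, with a median of −1.21 (camera adjusted p = 0.495). Granulocyte genes had medians of −1.55 with IL-4 (0 of 14 higher, camera adjusted p = 0.191) and 0.43 with IL-6 (12 of 14 higher, 0.495). Cell cycle genes had 0.61 with IL-4 (22 of 24 higher, 0.495) and 0.42 with IL-6 (18 of 24 higher, 0.762). The set of libraries is argued against for the rise with IL-6, whose median was 2.4 with the set as a term (camera adjusted p = 0.037, from 0.0165 without it). Whether more monocyte-like cells were present or the same cells expressed these genes cannot be told apart, since bulk RNA gives no count of cells and the fall with IL-4 had an adjusted p of 0.495. All 8 genes passed the filter on expression in these Mϕs.

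Genes that IL-4 induced were found in all other libraries at a small level. Relative to the IL-4 libraries of the same set, Retnla and Rnase2a had 266 to 459 fragments per 1000000 in the control libraries and 437 to 668 in the IL-6 libraries. One hypothesis is that fragments were carried over between libraries of a set. It would raise IL-6-induced genes in IL-4 #2 and #3 over IL-4 #1: of 15 such genes not looked at before, 5 were lowest in IL-4 #1, which is what chance gives, but a carry-over of this size would add a median of 0.683 fragments to these genes. The 2 genes that would gain most were both looked at before and go opposite ways. Saa3, which would gain up to 352 fragments, had 15 in IL-4 #1 against 388 and 513 in IL-4 #2 and #3, and Cd38, which would gain up to 39.8, had 109 against 108 and 101. Single genes do not settle it, so it stays open. For Arg1 the ratio in the IL-6 libraries was 1110, 1750 and 2530 per 1000000 against 437, 649 and 596 for the lowest gene, so carry-over of this size is argued against as the whole cause of its rise with IL-6, and could account for part of it.

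The receptors of the cytokines, taken as checks of the treatments, moved as follows. Il4ra rose with IL-6 by a log2 fold change of 1.81 (adjusted p = 0.000215) and had −0.73 with IL-4 (adjusted p = 0.00604). Il6ra had −1.36 with IL-4 (adjusted p = 0.0234, up to 0.0865 when libraries were left out, 6 of 9 fits passing; −0.76 with the set term, adjusted p = 0.334) and −0.20 with IL-6 (adjusted p = 0.794). Il6st had 1.63 with IL-4 (adjusted p = 0.0289, up to 0.0977 when libraries were left out, 3 of 9 fits passing; 2.19 with the set term, adjusted p = 0.0587) and 0.28 with IL-6 (adjusted p = 0.768).

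The largest falls with IL-4 were those of Gpr162 (−6.66), Marco (−6.40) and Cd4 (−5.86), with adjusted p = 2.44e-06, 3.19e-06 and 3.04e-06. Gpr162 and Cd4 are neighbors on chromosome 6, from 124858444 to 124863983 and from 124864692 to 124888221.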
